# Transcriptome analysis of the hormone-sensing cells in mammary epithelial reveals dynamic changes in early pregnancy

**DOI:** 10.1186/s12861-015-0058-9

**Published:** 2015-01-27

**Authors:** Duvini De Silva, Kamini Kunasegaran, Sujoy Ghosh, Alexandra M Pietersen

**Keywords:** Mammary gland, Morphogenesis, Single cell analysis, Proliferation, Estrogen receptor, Microarray

## Abstract

**Background:**

Alveoli, the milk-producing units of the mammary gland, are generated during pregnancy by collaboration of different epithelial cell types. We present the first analysis of transcriptional changes within the hormone sensing population during pregnancy. Hormone-receptor positive (HR+) cells play a key role in the initiation of alveologenesis as they sense systemic hormonal changes and translate these into local instructions for neighboring HR- cells. We recently showed that IGF2 is produced specifically by HR+ cells in early pregnancy, but is undetectable in the virgin state. Here, we define the transcriptome of HR+ cells in early pregnancy with the aim to elucidate additional changes that are unique for this dynamic developmental time window.

**Results:**

We harvested mammary glands from virgin, 3-day and 7-day pregnant mice and isolated a few hundred hormone-sensing cells per animal by FACS for microarray analysis. There was a high concordance between animals with a clear induction of cell cycle progression genes at day 3 of pregnancy and molecules involved in paracrine signalling at day 7.

**Conclusions:**

These findings underscore the proliferative capacity of HR+ cells upon specific stimuli and elucidate developmentally-restricted changes in cellular communication. Since the majority of breast cancers are HR+, with a variable proportion of HR+ cells per tumor, we anticipate that this data set will aid further studies into the regulation of HR+ cell proliferation and the role of heterotypic signalling within tumors.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12861-015-0058-9) contains supplementary material, which is available to authorized users.

## Background

The adult mammary gland of the mouse contains a branching structure of epithelial milk ducts embedded in the mammary fat pad. The epithelial ducts are bi-layered; the outer basal layer consists mainly of contractile myoepithelial cells and the luminal layer contains both hormone receptor positive (HR+) and negative (HR-) cells. HR+ cells are identified by their expression of the steroid hormone receptors for estrogen and progesterone (ER and PR) [1], and they also have a high expression of the prolactin receptor [2]. Luminal HR- cells are characterised by expression of the transcription factor Elf5 and already express low levels of milk genes even in the virgin state [2,3]. In the adult virgin epithelial cells rarely proliferate, but the ones that do are usually luminal HR- cells [4,5]. In *in vitro* assays, HR- cells form colonies whereas the majority of HR+ cells are non-clonogenic [6]. Together, this has led to the concept that HR+ cells are relatively mature, or terminally differentiated, cells [7,8]. However, Ewan and colleagues showed that TGFbeta signaling is actively required to prevent proliferation by HR+ cells [9] and another report documented a 10-fold increase in proliferating HR+ cells in early pregnancy [10]. Interestingly, a study that used ovarectomized mice treated with hormone injections to mimic early pregnancy in a time-controlled manner showed that there is a short first wave of proliferation of HR+ cells, followed by a larger wave of proliferation of HR- cells [11].

Upon pregnancy, there is increased branching of the milk ducts on which lobular structures of alveoli (future sites of milk production) are formed [1]. HR- luminal cells are molecularly primed for milk production and as such are referred to as alveolar progenitor cells. However, these progenitor cells do not provide all the progeny that generate the alveoli. Recent data by others and us showed that alveologenesis occurs to a large extent by collaborative outgrowth of the three main epithelial cell lineages; basal cells and luminal HR+ and HR- cells [12-14]. This is consistent with an important role for cellular communication in alveolar development [15].

Pregnancy causes an increase in progesterone and prolactin levels and both these hormones are required for the initiation of alveologenesis [1]. HR+ cells translate these systemic hormonal signals into local instructions for neighboring cells by paracrine signaling. For instance, progesterone and prolactin induce expression of RANKL [2,16], a growth factor that is essential to induce proliferation of neighboring HR- cells [11]. In addition, we found that another growth factor that is essential for alveologenesis, IGF2 [17], was produced specifically by HR+ in early pregnancy [2]. Notably, IGF2 is undetectable in virgin state [2] and therefore we wondered what other factors these cells produce specifically during active morphogenesis in early pregnancy.

Here, we analyzed the transcriptome of HR+ cells at two early time points in naturally-induced pregnancy to characterize these cells in a state of active proliferation and cellular communication.

## Results and discussion

### Pregnancy induces proliferation in both HR+ and HR- cells

To characterize the changes that occur in HR+ cells in early pregnancy, we obtained mammary glands from FVB/N mice that were adult virgins (nulliparous), and from timed-mated mice at day 3 and day 7 of pregnancy. Carmine staining of the thoracic mammary glands confirmed the presence of relatively bare milk ducts at the virgin state (metestrus), increased branching and thickening of the ducts at day 3 of pregnancy and the appearance of alveolar structures by day 7 of pregnancy (Figure 1A). We evaluated the proliferative status of the HR+ cells by EdU injection 24 hours before harvest. Paraffin sections were stained with antibodies against cytokeratin 8 (CK8, blue) to identify luminal epithelial cells and the estrogen receptor (ER, red) as a marker for HR+ cells. In this case, we chose ER to identify HR+ cells but it is important to note that not all ER+ cells co-express the progesterone receptor (PR) and *vice versa* [5]. This can be due to receptor downregulation upon active signaling [18] but potentially could also indicate a further heterogeneity within the HR+ cell population [19]. Similar to previous literature [4,10], we found that in mammary epithelium not many epithelial cells are proliferating in the virgin state, and the rare cells that do are all ER- (Figure 1B). Pregnancy induced considerable proliferation of luminal epithelial cells, including the ER+ cells (Figure 1B and C). By day 7 of pregnancy, the proportion of proliferating luminal cells that are ER+ diminishes, whereas the proportion of proliferating ER- luminal cells (that are primed for milk production) continues to increase (Figure 1C). Beleut and colleagues demonstrated that steroid hormone injections first induced proliferation in a portion of progesterone receptor positive (PR+) cells, followed by proliferation in a much larger proportion of PR- cells [11]. Our data show that this response also occurs during a natural pregnancy, in which ER + HR+ cells proliferate for a brief initial period, whereas the luminal HR- cells also start proliferating early on, but continue to expand considerably during the course of pregnancy.

**Figure 1:**
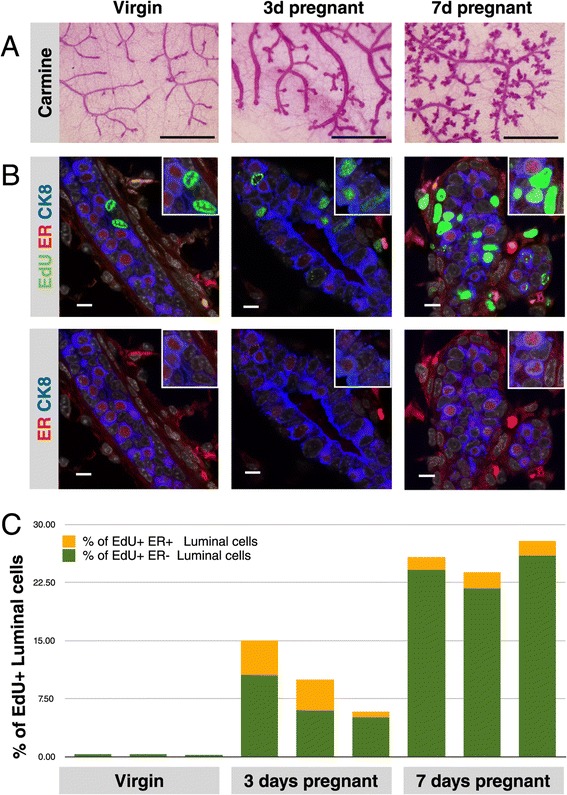
**Pregnancy induces proliferation in both the HR+ and HR- cells. (A)** Representative images of carmine-alum-stained whole mounts of mammary glands from virgin, 3-day and 7-day pregnant FVB/N mice. Scale bar, 1 mm. **(B)** Confocal immunofluorescence of mammary gland sections from virgin, 3-day and 7-day pregnant mice stained for the proliferation marker 5-ethynyl-2’-deoxyuridine (EdU, green), Estrogen Receptor (ER, red) and the luminal cell marker cytokeratin-8 (CK8, blue). Scale bar, 10 μm. The exposure time for the ER signal was increased in pregnant samples to allow robust identification of ER+ cells (see Additional file 3 for images with a fixed exposure time). **(C)** Quantification of the proportion of luminal cells that is proliferating, separated by cell type based on ER expression. ER+ and ER- luminal cells start proliferating at day 3 of pregnancy, by day 7 the majority of proliferating luminal cells are ER-. Bars represent individual animals.

### Identification of HR+ cells by cell surface markers in early pregnancy

To identify molecular changes during the burst of proliferation of HR+ cells, we isolated HR+ epithelial cells from the abdominal mammary glands of virgin mice at metestrus and 3-day and 7-day pregnant mice. Single cells were stained with cell surface markers and isolated by FACS. After exclusion of doublets, dead cells and lymphocytes, luminal epithelial cells were identified by their high expression of CD24 and relatively low expression of alpha6-integrin (CD49f, see gating strategy in Additional file 1 and 2). The luminal cell population was separated into HR+ and HR- cells based on Sca1 (Ly6A) and alpha2-integrin (CD49b) expression (Figure 2A). The proportions of the various FACS populations for individual animals can be found in Additional file 2. Notably, Sca1 expression went gradually down in HR+ cells upon pregnancy. Due to the continued proliferation of the luminal HR- cells, the relative proportion of HR+ cells at day 7 of pregnancy is considerably smaller compared to the virgin state (Figure 2A). To ensure that the cell surface profiles in pregnancy still identified the HR+ population despite the changes in Sca1 expression, the two distinct populations were sorted for qPCR analysis. We made use of a direct lysis method we recently developed for mRNA analysis of small numbers of cells [20] and 500 cells per population were analyzed from three individual mice. There is some fluctuation in hormone receptor transcription during pregnancy (Figure 2B), which could be due to changes in transcriptional activity but also potentially to alterations in cellular subsets within the HR+ population [19]. Note that ER protein levels go down in early pregnancy (Additional file 3) but ER transcript levels do not. Because ligand binding induces hormone receptor degradation [18] the relation between transcript and protein levels is not straight forward. Nevertheless, this qPCR validation shows that the CD49f^lo^ population clearly contains the HR+ cell population despite the reduction in Sca1 expression. In addition, the HR- population is identified by the expression of Elf5 and this population does not contaminate the HR+ population sorted based on Sca1 and CD49b (Figure 2B).

**Figure 2:**
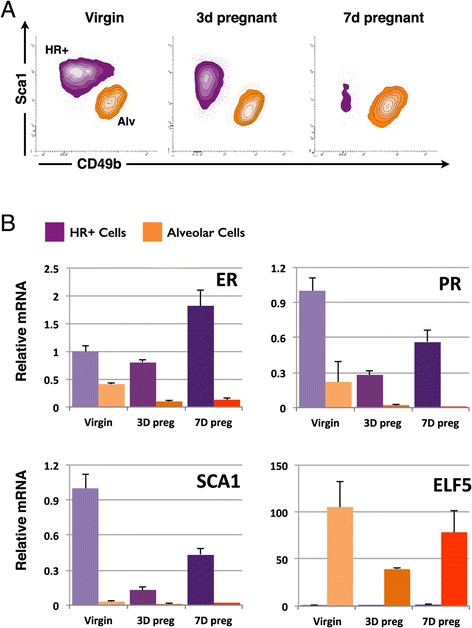
**Purification of HR+ cells by FACS in early pregnancy. (A)** The luminal population of mammary epithelial cells (CD24^hi^CD49f^lo^) was separated into hormone-sensing cells (Sca1^hi^ CD49b^lo^; purple gate) and alveolar progenitor cells (Sca1^lo^ CD49b^hi^; orange gate). **(B)** Quantitative RT-PCR on 500 directly-lysed cells per sample for markers that distinguish the two luminal cell types. Values are relative to mRNA levels in HR+ cells from virgin animals and normalised to HPRT expression. Error bars indicate standard deviation for 3 individual mice.

### Transcriptome analysis of HR+ cells obtained in early pregnancy

To carry out a comprehensive gene expression analysis of the changes that occur in HR+ cells in early pregnancy, we adapted our direct lysis protocol for microarray analysis. In this case, we sorted a thousand HR+ cells per animal and used an aliquot equivalent to 167 cells for RNA amplification and subsequent hybridization to Illumina arrays. 

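HR+ cells are luminal cells of the mammary epithelium that carry receptors for oestrogen and progesterone. The arrays hold the cells of 3 virgin mice, 3 mice at day 3 and 3 mice at day 7 of pregnancy, with a separate array for each of the 9 animals. The raw signal of 45281 probes was log2 transformed and quantile normalised over the 9 arrays, the steps named in the methods of the paper. A probe was tested if its mean signal reached the background level of 100 set in the paper in at least 1 group. This left 19118 probes, which cover 11501 named genes, and 2839 of them carry no gene name. A gene was called changed if at least 1 of its probes had a fold change of 2 or more and an adjusted p of 0.10 or less, the thresholds of the paper. The test was limma, which fits a linear model to each probe and steadies its spread with that of the other probes. The value given for a gene is that of its brightest probe, as a log2 fold change with its standard error, and each group has n = 3 animals. The virgin arrays were dimmer before normalisation, with a mean raw signal of 284 to 316, against 353 to 520 at day 3 and 348 to 440 at day 7. Probes with a signal of 100 or more made up 28.1 to 40.1% of the virgin arrays, 35.5 to 48.4% of the day 3 arrays and 31.4 to 42.5% of the day 7 arrays. The small number of arrays limits the precision of every value, and an exact permutation test of 3 animals against 3 cannot give a p under 0.10. The lists of genes were fixed before the data were examined. Several of them hold genes that the paper reports as changed on these same arrays, such as Igf2, Pbk and Slpi. Tests of those lists are therefore not independent of the paper's results. H19, Trp53, Prlr, Areg, Mki67 and Ccnb1 have no named probe in the annotation used and were not analysed here.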

Note that this cell number is low enough to allow sampling from individual mice even when the cellular subset is small, while the cell number is large enough to provide a robust average of the population without the need for many repeats, as would for instance be the case with single cell analysis. The assumption that a few hundred cells per population provides a consistent representation of the changes that occur within the HR+ cell population is supported by the high reproducibility of the transcriptional profiles of samples taken from individual animals (n = 3 animals per time point), as indicated by a principal component analysis (Figure 3A). 

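HR+ cells from different animals of the same stage had closely similar expression profiles. Over the tested probes, the correlation between arrays was 0.967 to 0.976 among virgin animals, 0.986 to 0.991 among animals at day 3 and 0.974 to 0.983 among animals at day 7. It was 0.942 to 0.946 between virgin and day 3 animals, 0.923 to 0.936 between virgin and day 7 animals, and 0.948 to 0.960 between day 3 and day 7 animals. These are correlations across probes, which are not independent replicates. The first principal component held 42.3% of the variance, with the virgin animals at -45.0 to -38.3, the day 3 animals at 6.67 to 10.3 and the day 7 animals at 32.3 to 36.0. The other main component held 25.8% of the variance and set the day 3 animals, at -37.4 to -29.7, apart from the virgin animals at 4.1 to 17.8 and the day 7 animals at 19.4 to 24.7.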

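Of the markers of other cell types of the gland, a few changed with pregnancy in the sorted HR+ cells. Of 17 measured markers of HR- luminal cells, 5 fell and none rose at day 3, and 3 fell and 1 rose at day 7 (adjusted over the list alone, 5 fell at day 3, and 3 fell and 1 rose at day 7). Without virgin replicate 2, 1 of them fell at day 7. Of 12 measured markers of macrophages and dendritic cells, 4 fell at day 3 and none rose (4 fell when adjusted over the list alone), among them the lysozyme gene Lyz1 (log2 fold change -2.31, standard error 0.53, adjusted p = 0.020 from limma). Without virgin replicate 3, 2 of the 12 fell. At day 7 none of these 12 passed limma or Cyber-T, and 2 had an unadjusted p under 0.05. Of 12 basal markers, 2 rose at each day and none fell (2 at day 3 and 3 at day 7 when adjusted over the list alone), and 4 rose at day 7 without day 3 replicate 1. They included Krt17, a keratin of basal cells, which rose by 2.92 at day 3 (standard error 0.38, adjusted p = 0.0015 from limma) and by 3.74 at day 7. Of 11 endothelial markers, 2 rose at day 7 (2 when adjusted over the list alone, and 4 without day 7 replicate 2), and none of them passed limma or Cyber-T at day 3, where 3 had an unadjusted p under 0.05. Of 12 fibroblast markers, 1 rose at day 3 and 1 fell at day 7 (the same counts when adjusted over the list alone). None of 10 lymphocyte markers and 4 adipocyte markers passed limma or Cyber-T at either day, and 1 lymphocyte marker and no adipocyte marker had an unadjusted p under 0.05 at each day. Of 6 erythroid genes, 1 rose at day 3 and 3 rose at day 7 (1 and 3 when adjusted over the list alone), and 1 rose at day 7 without any single virgin replicate, without day 3 replicate 1 or 2, or without day 7 replicate 1 or 2. Of 17 measured HR+ luminal markers, 3 rose and 6 fell at day 3, and 4 rose and 6 fell at day 7 (the same counts when adjusted over the list alone). Foxa1, a transcription factor that opens chromatin for the oestrogen receptor, fell by 1.26 at day 7 (standard error 0.10, adjusted p = 1.1e-04 from limma). With each array scaled to its median, Foxa1 was at -0.66 and did not reach a fold change of 2. Average linkage clustering on the correlation over the tested probes, which were not chosen by group, placed the 3 arrays of each stage on a branch of their own. The virgin branch parted from the others at the top of the tree.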

Unsupervised hierarchical clustering also confirms that the HR+ populations of the different time points are most similar to samples of the same developmental stage (Figure 3B).

**Figure 3:**
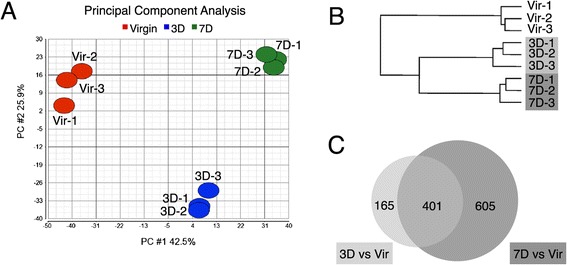
**Transcriptome analysis clusters HR+ cells by developmental state. (A)** Principal Component Analysis (PCA) was performed on three biological replicates of HR+ cells derived from virgin (Vir), 3-day (3D) and 7-day (7D) pregnant mice based on 19,821 probes (see Methods for details). A scatterplot of the first two principal components demonstrates a separation by pregnancy along the first principal component (PC1) and by duration of pregnancy along the second principal component (PC2). **(B)** Unsupervised hierarchical clustering based on 1328 probes (probes with an absolute fold-change > =2 and false discovery rate (FDR) of 10% or less) shows that the biological replicates cluster according to developmental state. **(C)** Venn diagram illustrating the number of genes that were changed more than 2-fold with a FDR of 10 in the 3 replicates of HR+ cells isolated at day 3 of pregnancy (3D, light grey) compared to virgin samples and the overlap of this gene set compared to differentially expressed genes at day 7 of pregnancy (7D, dark grey, more than 2 fold change compared to virgin).

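At day 3 of pregnancy, 348 genes were higher and 376 genes were lower in HR+ cells than in virgin animals. Of these 724 genes, 369 were not called at day 7, and 149 of the 369 also differed between day 7 and day 3. Uhrf1, which maintains DNA methylation behind the replication fork, rose by a log2 fold change of 3.57 at day 3 (standard error 0.29, adjusted p = 1.7e-04 from limma). Its value at day 7 was 0.60 (adjusted p = 0.21), and its change from day 3 to day 7 was -2.97 (adjusted p = 5.6e-04). Gadd45b, a stress response gene, fell by 2.04 at day 3 (standard error 0.21, adjusted p = 4.6e-04) on its brightest probe, while its other tested probe was at -0.35 and was not called. At day 7 the brightest probe of Gadd45b was at -0.41 against virgin animals (adjusted p = 0.23), and its rise from day 3 to day 7 was 1.63 (adjusted p = 0.0019). Mt1, a metallothionein that binds zinc and copper, rose by 1.65 at day 3 (adjusted p = 0.0015). Its value at day 7 was 0.79 (adjusted p = 0.035), under a fold change of 2, and it passed there without virgin replicate 1 (1.03) and with median scaling (1.17). Between the 2 days Mt1 did not pass, with a difference of -0.86 (adjusted p = 0.033). Of the 369 genes, 163 had an adjusted p of 0.10 or less at day 7 without reaching a fold change of 2. Scaling each array to its median in place of quantile normalisation moved the median change of all tested probes from -0.01 to 0.20, and then 1522 genes were higher at day 3, which is 93.8% of the changed genes.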

At day 3 of pregnancy, there is a set of 165 genes that have changed more than 2 fold compared to the virgin samples and that are distinct from changes that occur at day 7 of pregnancy. There is a larger group of 401 genes that is changed at both the 3-day and 7-day time point, in addition to 605 genes whose expression only starts changing at day 7 of pregnancy (Figure 3C, genes listed in Additional file 4).

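At day 7 of pregnancy, 442 genes were higher and 446 were lower than in virgin animals, and 1 gene had probes called in both directions. Called at both days were 355 genes, of which 125 were higher and 226 were lower at both, and 3 were lower at day 3 and higher at day 7. Only at day 7 were 534 genes called, of which 203 also differed between day 7 and day 3. Gldc, the glycine-cleaving enzyme of mitochondria, rose by a log2 fold change of 2.40 at day 3 (standard error 0.33, adjusted p = 0.0020 from limma) and by 5.58 at day 7 (standard error 0.33, adjusted p = 2.0e-05) on its brightest probe, while its other tested probe was at -0.08 and 0.39. Nrep, a small neuronal protein, rose by 5.41 at day 7 (standard error 0.48, adjusted p = 1.7e-04). At day 3 Nrep was at 1.34 with an adjusted p of 0.103, and without virgin replicate 2 it passed the test at 1.96, as it did with median scaling at 1.84. Kif5c, a kinesin motor that carries cargo along microtubules, fell by 2.91 at day 3 (standard error 0.20, adjusted p = 6.9e-05) and by 4.73 at day 7 (standard error 0.20, adjusted p = 2.5e-06). Fam25c fell by 1.81 at day 3 (adjusted p = 0.0017) and was at -3.83 at day 7 (adjusted p = 2.8e-05). Lists of these sizes that are independent of each other would share 13.4 higher and 14.6 lower genes. The log2 fold changes of the 2 days correlated at 0.638 across probes. In 100 simulations of unchanged groups they correlated at -0.666 to 0.992. Each simulation drew a new virgin group, used in both comparisons, in place of the real virgin arrays. The covariance of the log2 fold changes was 0.178, and 0.121 at most in the simulations. How much of the overlap comes from the virgin arrays, which serve both comparisons and are too few to split, is not resolved. Under median scaling the median change of all tested probes at day 7 was 0.175 in place of -0.01, and 1360 genes were higher and 185 were lower.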

Figure 4A illustrates that distinct gene clusters can be recognized based on the direction of the transcriptional changes. For instance, there are genes that are strongly upregulated at day 3 but are reduced again at day 7 (Figure 3B), genes that are induced gradually from day 3 to day 7 (Figure 3C), or become induced only by day 7 (Figure 3D). 

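Of the genes that rose at day 3, 110 were lower again at day 7 than at day 3, 28 were higher still, and 210 were not called between the 2 days. A call also needs a fold change of 2, so these 210 can hold genes with smaller differences. Tipin, a protein of the replication fork, rose by a log2 fold change of 1.74 at day 3 (standard error 0.15, adjusted p = 2.3e-04 from limma). At day 7 it was at -0.21 against virgin animals (adjusted p = 0.41) and its change from day 3 was -1.95 (adjusted p = 2.5e-04). Emb, a cell adhesion protein of the immunoglobulin family, rose by 3.01 at day 3 (standard error 0.11, adjusted p = 2.4e-06) and by 4.34 at day 7 (adjusted p = 1.6e-07), a further rise of 1.33 (adjusted p = 2.5e-04). Hif3a, a member of the hypoxia-inducible factor family, rose by 1.46 at day 3 (standard error 0.34, adjusted p = 0.023) and by 4.53 at day 7 (adjusted p = 7.3e-05) on its brightest probe, while its other tested probe was at -0.11 and -0.06. Another 314 genes were higher at day 7 and not called at day 3, and 142 of them were also higher at day 7 than at day 3. Scnn1b, a subunit of the epithelial sodium channel, was at 0.29 at day 3 (adjusted p = 0.37) and rose by 3.43 at day 7 (standard error 0.19, adjusted p = 1.2e-05). Its rise from day 3 to day 7 was 3.14 (adjusted p = 8.8e-05). Peg3, an imprinted zinc finger gene, was at 0.50 at day 3 and rose by 3.18 at day 7 (standard error 0.14, adjusted p = 3.6e-06), 2.68 above day 3 (adjusted p = 4.2e-05).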

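Of the genes that fell at day 3 in HR+ cells, 25 were lower still at day 7 and 60 were higher again. The other 291 were not called between day 7 and day 3 and can hold genes with differences under a fold change of 2. Aqp5, a water channel, fell by 2.38 on the log2 scale at day 3 (standard error 0.23, adjusted p = 3.9e-04 from limma) and by 2.63 at day 7 (adjusted p = 1.7e-04). Emp1, a membrane protein of epithelial cells, fell by 1.42 at day 3 (standard error 0.34, adjusted p = 0.025) and fell again from day 3 to day 7, at -2.39 (adjusted p = 0.0030). Under median scaling, Emp1 was at -0.91 at day 3 and did not pass. Gpx3, a secreted glutathione peroxidase, fell by 2.23 at day 3 (standard error 0.17, adjusted p = 1.5e-04) and had risen by 1.77 from there at day 7 (adjusted p = 5.8e-04). Another 220 genes were lower at day 7 and not called at day 3, and 61 of them were also lower at day 7 than at day 3. Dcn, a proteoglycan of the extracellular matrix and a fibroblast marker, was at 0.06 at day 3 and fell by 2.24 at day 7 (standard error 0.20, adjusted p = 1.8e-04). Its other tested probe was at -0.97 at day 7 and was not called. Of 30 measured immediate early and stress genes, which cell dissociation can induce, 11 fell at day 3 and 12 fell at day 7, and none rose (12 at each day when adjusted over the list alone). Fos, a subunit of the transcription factor AP-1, fell by 1.28 at day 3 (standard error 0.14, adjusted p = 6.0e-04) and by 1.52 at day 7 (adjusted p = 1.8e-04), and Fosb fell by 1.20 and 1.58. The list was lower by camera at day 3 (adjusted p = 8.1e-10, and adjusted p = 0.064 with an estimated correlation) and at day 7 (adjusted p = 2.9e-10, and adjusted p = 0.149 with an estimated correlation). Under that scaling, 3 of the 30 genes fell at day 3, and Fos at -0.78 and Fosb at -0.80 did not pass there.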

Similar trends can be observed for downregulation of genes, in which a cluster of genes is abruptly downregulated at day 3 (Figure 3E), but there are also genes whose expression gradually decreases with the progression of pregnancy (Figure 3F) and some genes are only downregulated by day 7 (Figure 3G).

**Figure 4:**
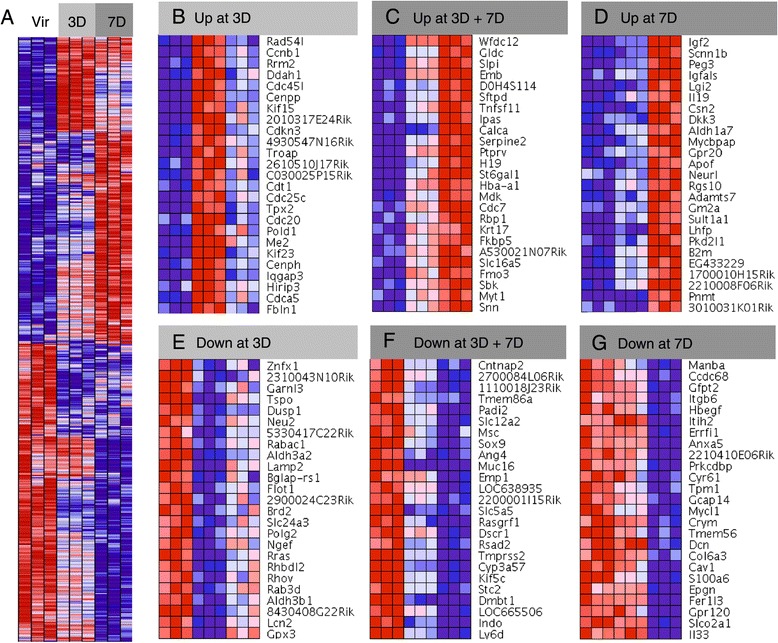
**Heat maps of transcriptional changes in HR+ during early pregnancy. (A)** Heat map of Illumina gene probes generated by GenePattern software showing transcriptional changes during early pregnancy. **(B-C)** Heat maps generated with an input of the 25 most up-regulated and 25 most down-regulated genes in each category based on the values of their Pi scores (see Methods). Twenty-five gene probe sets that are induced **(B)** and reduced **(C)** most strongly in HR+ cells specifically at day 3 of pregnancy. **(D-E)** Gene probe sets that are most strongly induced **(D)** and reduced **(E)** in early pregnancy. **(F-G)** Gene probe sets that are induced **(F)** and reduced **(G)** most strongly in HR+ cells specifically at day 7 of pregnancy.

### Response of HR+ cells at day 3 of pregnancy is characterized by proliferation and changes in hereditary breast cancer pathways

In our previous work, we noticed that IGF2 transcription is strongly induced in HR+ cells in early pregnancy [2]. Analysis of the microarray data shows that additional players in the IGF signalling network are also induced (Figure 5A), such as Insulin-like growth factor acid labile subunit (IGFALS) which increases the half-life of IGFs [21] and also two Insulin-like growth factor binding proteins (IGFBP5 and IGFBP7) that have opposing roles in mammary gland involution [22,23]. 

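Several genes of IGF signalling were higher at day 7 of pregnancy. Of 14 measured members of the list, 5 rose and none fell at day 7, while 1 rose and 1 fell at day 3 (the same counts when adjusted over the list alone). The count at day 7 was 3 without virgin replicate 2 or 3 and without day 7 replicate 1 or 3. Igf2, the growth factor itself, rose by a log2 fold change of 6.80 at day 7 (standard error 0.17, adjusted p = 1.6e-07 from limma), and 2 of 3 virgin arrays lay under background, which limits the size. At day 3 its value was 1.03 (adjusted p = 0.0045), close to the required fold change of 2, with the same limit. The call at day 3 was lost without virgin replicate 3 (0.95), without day 3 replicate 3 (0.94) and under cyclic loess normalisation (0.50). Igfals, which prolongs the half-life of circulating IGFs, rose by 3.47 at day 7 (standard error 0.27, adjusted p = 8.4e-05). At day 3 it was at 0.98 (adjusted p = 0.043), under a fold change of 2, and it passed there without virgin replicate 2 (1.35), without day 3 replicate 3 (1.05) and with median scaling (1.54). Igfbp5, a secreted IGF binding protein, fell by 1.41 at day 3 (standard error 0.27, adjusted p = 0.0094) and rose by 1.81 at day 7 (adjusted p = 0.0026), and its rise between the 2 days was 3.22 (adjusted p = 2.9e-04). These are values of its brightest probe, and its other tested probes were not called at day 3 (-0.32 and -0.28). Scaled by the array median, Igfbp5 was at -0.79 at day 3 and did not pass. Igfbp7, a related binding protein, was at 0.09 at day 3 and rose by 2.08 at day 7 (standard error 0.62, adjusted p = 0.052). This call was lost without virgin replicate 2 (2.03) or 3 (1.77) and without day 7 replicate 1 (2.04) or 3 (1.54). Igfbp4 rose by 1.01 at day 7 (standard error 0.33, adjusted p = 0.072) and did not pass without virgin replicate 2 (1.09) or 3 (0.89), without day 3 replicate 1 (0.98), 2 (0.995) or 3 (1.01), or without day 7 replicate 1 (0.76) or 3 (0.79). The receptor gene Igf1r was at -0.11 at day 3 and -0.19 at day 7, and neither passed. More members rose at day 7 than expected by chance (one-sided Fisher's exact test, adjusted p = 0.0010), but the list as a whole did not pass camera at day 7 (adjusted p = 0.14). The list holds Igf2, Igfals, Igfbp5 and Igfbp7, which the paper reports as induced on these arrays, so these tests are not independent of its results.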

The long non-coding RNA H19, whose transcription is tightly linked to that of IGF2 [24], is strongly induced already at day 3 of pregnancy (Figure 5A). This seems earlier than the induction of IGF2, but that could also be due to differences in detection sensitivity of the array. Both IGFBP5 and H19 have been suggested to antagonise IGF signalling and therefore these data suggest an intricate regulation of IGF signalling in mammary epithelium in early pregnancy.

**Figure 5:**
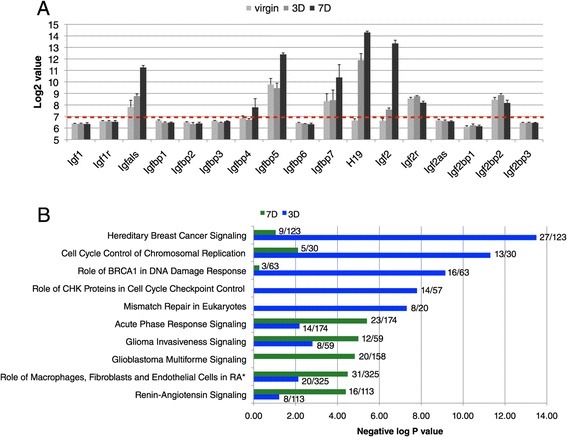
**Pathway analysis of changes in HR+ cells during early pregnancy. (A)** Bar chart of the transcriptional changes of genes involved in IGF signaling. Values are normalized Log2 values of Illumina probe sets, error bars denote standard deviation of three biological replicates. The dotted red line indicates background noise. **(B)** Ingenuity Pathway Analysis showing canonical pathways that are most significantly changed at day 3 of pregnancy (blue) and at day 7 of pregnancy (green) compared to virgin samples. The number of genes in each pathway that was significantly changed in the HR+ samples is indicated at the top of each bar.

An unbiased examination of changes in signalling pathways was performed by Ingenuity Pathway analysis. 

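Genes of DNA replication and of mitosis rose together in HR+ cells at day 3. Of 43 measured DNA replication genes, 34 rose and none fell (34 when adjusted over the list alone). Mcm6, a subunit of the replicative helicase, rose by a log2 fold change of 2.54 (standard error 0.23, adjusted p = 2.3e-04 from limma). Rrm1, a subunit of the enzyme that makes deoxynucleotides, rose by 2.88 (standard error 0.20, adjusted p = 6.9e-05), and thymidine kinase Tk1 was at least 6.71-fold higher (adjusted p = 4.3e-05). Another tested probe of Mcm6, at 0.34, and the other of Tk1, at 0.84, were not called. Of 54 measured genes of mitosis and chromosome segregation, 35 rose and 1 fell (35 and 1 when adjusted over the list alone). Bub1b, a kinase of the spindle checkpoint, rose by 3.53 (standard error 0.18, adjusted p = 1.8e-05). Top2a, which untangles DNA before division, was at least 3.33-fold higher (adjusted p = 6.1e-05). The gene that fell was Spc24, part of the kinetochore, at -1.09 on its brightest probe, while another tested probe was not called. Spc24 was singled out after its value was seen. Among all tested genes, 3.03% rose, so that both lists held more genes that rose than chance gives (one-sided Fisher's exact test, adjusted p = 7.1e-43 for DNA replication and 2.4e-39 for mitosis). Both lists were higher by camera (adjusted p = 1.0e-31 and 1.2e-32) and also with an estimated correlation between genes (adjusted p = 0.058 for each). They hold genes that the paper reports as induced on these arrays, such as Mcm5 and Pbk, so these tests are not independent of its results. The members that the paper lists for the pathway of chromosomal replication, 12 genes chosen on these samples and so not independent evidence of a direction, all rose. Of 13 measured members listed for the role of CHK proteins in checkpoint control, 12 rose and 1 fell.

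**Figure D1:**
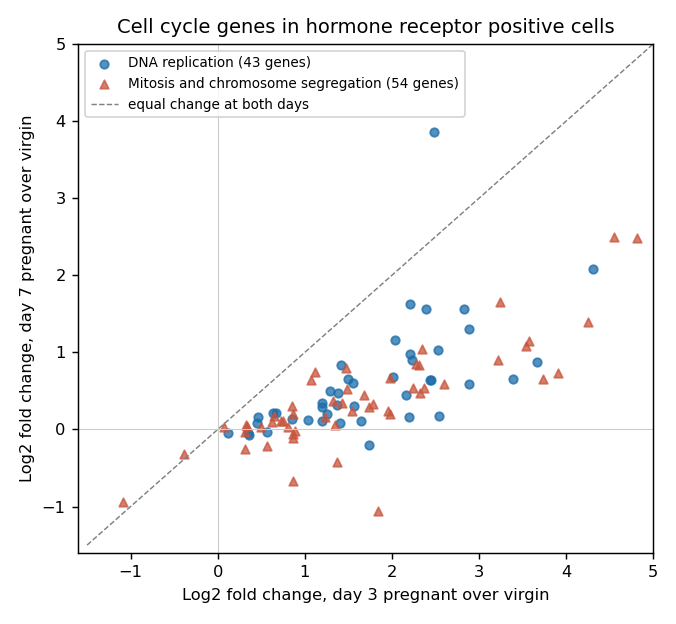
Log2 fold change of the measured DNA replication genes (43 genes, circles) and mitosis genes (54 genes, triangles) at day 3 of pregnancy over virgin (horizontal axis) and at day 7 over virgin (vertical axis). The triangle of Pbk, at 5.68 at day 3, lies beyond the end of the horizontal axis and is not shown. Each point is a gene, from 3 arrays per group, and the dashed line marks an equal change at both days. Most points lie to the right of 0 and below the dashed line.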

The pathways that were most significantly changed in HR+ cells at day 3 of pregnancy compared to the virgin samples comprised pathways related to the cell cycle and DNA repair check points (Figure 5B). Interestingly, several of the transcriptional changes at day 3 occur in genes that have been implicated in hereditary breast cancer, such as p53, Chek2 and FANCD2. 

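Chek2, a kinase of the DNA damage checkpoint, rose at day 3 by a log2 fold change of 1.40 (standard error 0.10, adjusted p = 1.2e-04 from limma), and its signal was under background on all 3 virgin arrays. It was therefore at least 2.46-fold higher on its brightest probe, while its other tested probe was at 0.26 and was not called. Fancd2, which is recruited to DNA crosslinks, rose by 1.18 (standard error 0.26, adjusted p = 0.016), and without day 3 replicate 2 it was at 0.87 and did not pass. Of 21 measured genes of homologous recombination and Fanconi anaemia repair, 6 rose and none fell at day 3 (6 when adjusted over the list alone). They included Rad54l, a DNA translocase (3.02, standard error 0.18, adjusted p = 4.3e-05, with 2 of 3 virgin arrays under background), Blm, the Bloom syndrome helicase (2.54, standard error 0.33, adjusted p = 0.0015), and the nuclease gene Mre11a (1.25, standard error 0.16, adjusted p = 0.0012). The other tested probes of Mre11a were at 0.63 and 0.73 and were not called. The list was higher by camera (adjusted p = 1.8e-08, and adjusted p = 0.064 with an estimated correlation). At day 7, 1 member rose (1 when adjusted over the list alone), and 5 were lower than at day 3, a count of 3, 2 and 3 without day 3 replicate 1, day 3 replicate 2 and day 7 replicate 3. Of 22 measured DNA damage checkpoint genes, 2 rose and 5 fell at day 3, and 5 fell at day 7 (the same counts when adjusted over the list alone). H2ax, the histone variant that marks breaks, rose by 1.49 at day 3 (standard error 0.15, adjusted p = 4.8e-04). Of 4 measured mismatch repair genes, 1 rose at day 3 (1 when adjusted over the list alone). This was Msh6, at 1.05, which did not pass without virgin replicate 1 (0.78) or without day 3 replicate 1 (0.97). All 8 genes that the paper lists for its own mismatch repair pathway, which were chosen on these samples, rose at day 3.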

A complete list of the 27 genes that are responsible for the significant change in the Hereditary Breast Cancer Ingenuity Pathway is included in Additional file 5. 

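Of the 26 genes that Additional file 5 lists for the Hereditary Breast Cancer pathway, 24 were matched to named probes. At day 3, 18 of these rose and 6 fell, and at day 7, 3 rose and 5 fell. None of the 24 genes was higher at day 7 than at day 3, and 6 were lower. The list was chosen on these samples, so its counts are not independent evidence of a direction. The genes that fell at day 3 included Gadd45g, at -2.47 (standard error 0.20, adjusted p = 1.8e-04 from limma), and Gadd45a, at -1.90 (standard error 0.17, adjusted p = 2.7e-04), which encode proteins of growth arrest after DNA damage. Both also fell at day 7, by 1.55 and 1.95 (adjusted p = 0.0013 and 1.7e-04).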

At day 7 of pregnancy, changes grouped according to Ingenuity signalling pathways were less significant and occurred to some extent already at day 3 (Figure 5B). These pathways were mostly related to immune function and cell migration and included genes such as integrins and PI3KR3, that were for instance assigned to the Ingenuity pathway ‘invasive glioma signaling’.

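Genes of integrins and the extracellular matrix changed in both directions at day 7. Of 37 measured members of this list, 5 rose and 6 fell at day 7, and 1 rose and 2 fell at day 3 (6 rose and 6 fell at day 7, and 1 and 2 at day 3, when adjusted over the list alone). Cav1, the coat protein of caveolae, fell by 2.27 on the log2 scale at day 7 (standard error 0.19, adjusted p = 1.4e-04 from limma). The integrin subunit gene Itgav fell by 1.70 (standard error 0.32, adjusted p = 0.0071), while the laminin chain gene Lamc1 rose by 1.58 (standard error 0.20, adjusted p = 0.0011) and the membrane protease gene Mmp14 rose by 1.41. The other tested probes of Itgav (-0.484 and 0.115) and of Lamc1 (0.682) were not called at day 7. Pik3r3, a regulatory subunit of PI3 kinase, rose by 1.36 at day 7 (standard error 0.34, adjusted p = 0.026), and without virgin replicate 3 it was at 0.95 and did not pass. The brightest probe of Pik3r3 was at 0.91 at day 3 (adjusted p = 0.12), and it passed without virgin replicate 1 (1.21) and with median scaling (1.57), while another of its probes was called higher there on all arrays. Of 30 measured interferon response genes, 5 fell and none rose at day 7, and 6 fell and 1 rose at day 3 (the same counts when adjusted over the list alone), and 3 rose at day 7 without virgin replicate 2. This list was lower by camera at day 3 (adjusted p = 7.0e-05, and adjusted p = 0.058 with an estimated correlation) and did not pass at day 7 (adjusted p = 0.11). Of 18 measured genes of MHC class I antigen presentation, 1 rose and 4 fell at day 7, and 1 fell at day 3 (the same counts when adjusted over the list alone). B2m, the light chain of MHC class I, rose by 1.88 at day 7 (standard error 0.11, adjusted p = 1.5e-05), while the peptide transporter gene Tap2 fell by 1.55 (adjusted p = 2.4e-04). With median scaling, Tap2 was at -0.96 and did not pass. The MHC class I list was lower by camera at day 7 (adjusted p = 3.8e-06, and adjusted p = 0.20 with an estimated correlation).

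**Figure D2:**
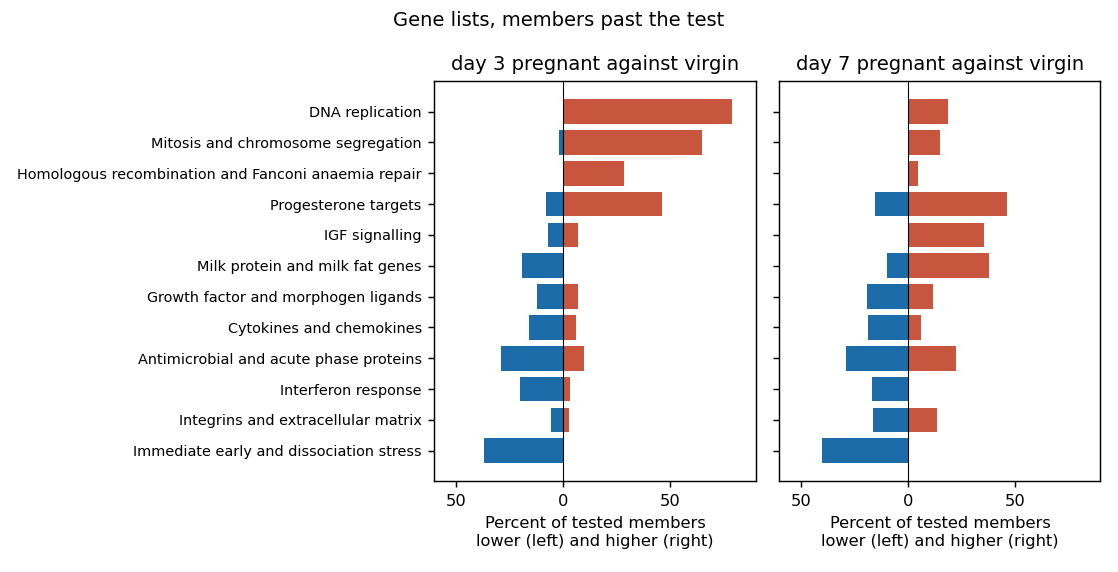
Percent of the measured members of 12 gene lists that were higher (bars to the right of 0) or lower (bars to the left of 0) than in virgin animals, at day 3 and at day 7 of pregnancy. The bars count members past the limma test at an adjusted p of 0.10 or less and a fold change of 2 or more, with 3 arrays per group. For the 2 lists of the cell cycle, the bars to the right are longer at day 3 than at day 7.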

The individual genes whose transcription is changed most dramatically in HR+ cells in early pregnancy are listed in Figure 6. For instance, at day 3 of pregnancy several of the most highly induced genes are involved in proliferation (Figure 6A). This includes cell cycle genes (CDCa3 and CDCa8) and mitotic genes such as PDZ-binding kinase (PBK) [25], Kinesin-like protein 22 (Kif22), Kinetochore associated 1 (KNTC1), Nucleolar and spindle-associated protein 1 (Nusap1). 

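The cell cycle genes among the most induced at day 3 were all higher in HR+ cells by a log2 fold change of 3.73 or more, with n = 3 animals per group. Pbk, a mitotic kinase, had the largest change of them at 5.68 (standard error 0.25, adjusted p = 8.6e-06 from limma), which is at least 42.2-fold against virgin arrays whose signal was under background. Cdca8, a subunit of the chromosomal passenger complex, rose by 4.81 (standard error 0.32, adjusted p = 6.7e-05) on its brightest probe, with its other tested probe at 0.10, and Kif22, a kinesin that binds chromosome arms, rose by 4.55 (standard error 0.22, adjusted p = 1.1e-05). Cdca3, a trigger of mitotic entry, rose by 4.25 (standard error 0.32, adjusted p = 1.2e-04), though 2 of 3 virgin arrays lay under background, which limits the size. Kntc1, which acts at kinetochores, rose by 3.90 (standard error 0.48, adjusted p = 0.0012), and Nusap1, which bundles spindle microtubules, by 3.73 (standard error 0.39, adjusted p = 5.1e-04). At day 7, Kif22 was still higher than in virgin animals, as were Pbk, Cdca8 and Cdca3 by 2.46, 2.49 and 1.39. Kntc1 was at 0.73 (adjusted p = 0.35) and Nusap1 at 0.66 (adjusted p = 0.30) at day 7, and both passed the test without day 7 replicate 3, at 1.28 and 1.12. Each of the 6 genes was lower at day 7 than at day 3, by -3.22 for Pbk (adjusted p = 2.2e-04) to -2.05 for Kif22 (adjusted p = 8.5e-04).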

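Mcm5 rose by a log2 fold change of 4.31 at day 3 (standard error 0.26, adjusted p = 4.3e-05 from limma) and by 2.08 at day 7 (standard error 0.26, adjusted p = 0.0011), with n = 3 animals per group. Its change from day 3 to day 7 was -2.23 (adjusted p = 0.0013). Rad54b, a motor protein of the recombination machinery, rose by 3.88 at day 3 (standard error 0.60, adjusted p = 0.0034), at least 12.2-fold above virgin arrays under background. At day 7 Rad54b was at 1.05 (adjusted p = 0.29) and passed only with Cyber-T, and its fall from day 3 to day 7 was -2.83 (adjusted p = 0.017).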

Minichromosome maintenance complex component 5 (MCM5) is a DNA replication licensing factor [26] and RAD54B plays a role in homologous recombination and repair of DNA [27]. Additional file 6 contains a summary of genes involved in the cell cycle that are transcriptionally changed in early pregnancy.

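E2f1, a transcription factor of S phase genes, rose by a log2 fold change of 2.45 at day 3 (standard error 0.24, adjusted p = 3.7e-04 from limma), and its change from day 3 to day 7 was -2.05 (adjusted p = 0.0012). Cdt1, which loads the replicative helicase, rose by 2.44 (standard error 0.19, adjusted p = 1.5e-04), and its partner Cdc6 rose by 1.65 (standard error 0.23, adjusted p = 0.0021) on its brightest probe, while its other tested probe was at -0.14. Cdk4, the partner of D-type cyclins, rose by 1.80 at day 3 (standard error 0.22, adjusted p = 0.0011) and by 1.20 at day 7, where its other tested probe was at 0.35 and was not called. The mitotic kinases Plk1, Aurka and Cdk1 rose by 2.37, 1.74 and 1.35 at day 3 (another probe of Cdk1 was at 0.39 and was not called, and on the brightest 2 of 3 virgin arrays lay under background), and the phosphatase gene Cdc25c was at least 3.49-fold higher. Cdk2 was at 0.92 at day 3 (adjusted p = 0.0012), under a fold change of 2, and reached it at 1.59 with each array scaled to its median. Cdkn1a, which encodes the inhibitor p21, fell by 1.44 at day 3 (standard error 0.23, adjusted p = 0.0040) and by 1.52 at day 7. Of its other tested probes, 1 was not called at each day (-0.518 and -0.425), and the other was at -1.74. After median scaling, Cdkn1a was at -0.78 and -0.96 and did not pass. Cdkn2b, which encodes p15, fell by 1.57 at day 7 (adjusted p = 0.017). Cdk6, Cdkn1b, Wee1, Cdc25a, E2f2, E2f3, E2f4, E2f5 and E2f6 did not pass at either day, though E2f3 reached 1.01 at day 3 with median scaling, and E2f7 had no probe over background. Of 22 measured regulators of G1, 4 rose and none fell at day 3, and 2 rose and 1 fell at day 7 (the same counts when adjusted over the list alone). The G1 list was higher by camera at day 3 (adjusted p = 0.025, and adjusted p = 0.11 with an estimated correlation). The probe named Myt1 belongs to a zinc finger transcription factor and rose by 1.82 at day 3 and 3.24 at day 7 (2 of 3 virgin arrays lay under background), while the kinase of that name is the gene Pkmyt1.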

**Figure 6:**
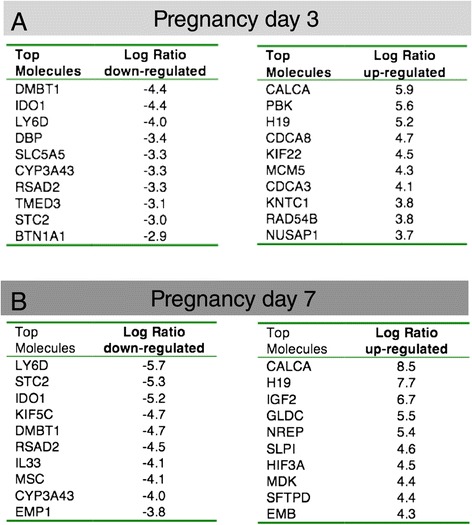
**Top molecules that are differentially expressed in HR+ cells in early pregnancy. (A)** Molecules identified by Ingenuity Pathway Analysis that are most strongly down- and upregulated in HR+ cells at day 3 of pregnancy compared to virgin samples. **(B)** Molecules identified by Ingenuity Pathway Analysis that are most strongly down- and upregulated in HR+ cells at day 7 of pregnancy compared to virgin samples.

Other top upregulated genes at day 3 of pregnancy are known targets of steroid hormones, such as calcitonin (CALCA) and IGFALS [28,29]. 

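Calca, the gene of calcitonin and of a vasodilator peptide, rose by a log2 fold change of 5.92 at day 3 (standard error 0.19, adjusted p = 2.1e-06 from limma, n = 3 animals per group). It was at 8.48 at day 7, a further rise of 2.56 (adjusted p = 1.9e-04). Of its 4 tested probes, 2 were not called at day 3. Of 13 measured progesterone target genes, 6 rose and 1 fell at day 3 (6 and 1 when adjusted over the list alone). Fkbp5 and Fkbp4, co-chaperones of steroid receptors, rose by 1.86 (standard error 0.28, adjusted p = 0.0032) and 1.14 (standard error 0.10, adjusted p = 2.7e-04). The gene that fell was Pgr, the progesterone receptor, at -1.20 (standard error 0.16, adjusted p = 0.0019) on its brightest probe. Its other tested probe was at -0.08 and was not called. With each array scaled to its median, the brightest probe was at -0.56 and did not pass. The progesterone list was higher by camera at day 3 (adjusted p = 0.0072, and adjusted p = 0.12 with an estimated correlation). Of 11 measured oestrogen targets, none rose and 2 fell at day 3, and 1 rose and 2 fell at day 7 (the same counts when adjusted over the list alone). Of 17 measured glucocorticoid targets, 4 rose and 4 fell at day 3, and 2 rose and 1 fell at day 7 (the same counts when adjusted over the list alone). Without virgin replicate 2 or day 3 replicate 2, 2 of the glucocorticoid targets fell at day 3, and without virgin replicate 3, 3 fell at day 7.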

The genes that are strongly down regulated at pregnancy day 3 are mostly similar to the genes that are down regulated at day 7 (Figure 6B) and they do not cluster into obvious functional groups. 

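The genes that fell most at day 3 also fell at day 7. Of the 10 genes with the largest fall at each day, 6 were the same. Ido1 fell by 4.45 on the log2 scale at day 3 (standard error 0.25, adjusted p = 3.2e-05 from limma) and by 5.34 at day 7 (adjusted p = 4.7e-06), where 2 of 3 arrays lay under background, which limits the size. Ly6d, a surface protein of luminal cells, fell by 3.81 at day 3 (standard error 0.24, adjusted p = 5.2e-05) and was at -5.74 at day 7, a further fall of -1.93 (adjusted p = 0.0018). Stc2, a secreted glycoprotein, fell by 2.98 at day 3 (standard error 0.40, adjusted p = 0.0018) and was at -5.31 at day 7, a further fall of -2.33 (adjusted p = 0.0068). Rsad2, an antiviral protein induced by interferon, fell by 3.27 at day 3 (standard error 0.49, adjusted p = 0.0029) and by 4.55 at day 7. Cyp3a57, a cytochrome P450 gene, fell by 3.28 at day 3 (standard error 0.15, adjusted p = 1.1e-05) and by 4.06 at day 7. Tmed3, a cargo receptor between endoplasmic reticulum and Golgi, fell by 3.09 and 2.14, and Btn1a1, a protein of the milk fat globule, fell by 3.02 and 2.73.

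**Figure D3:**
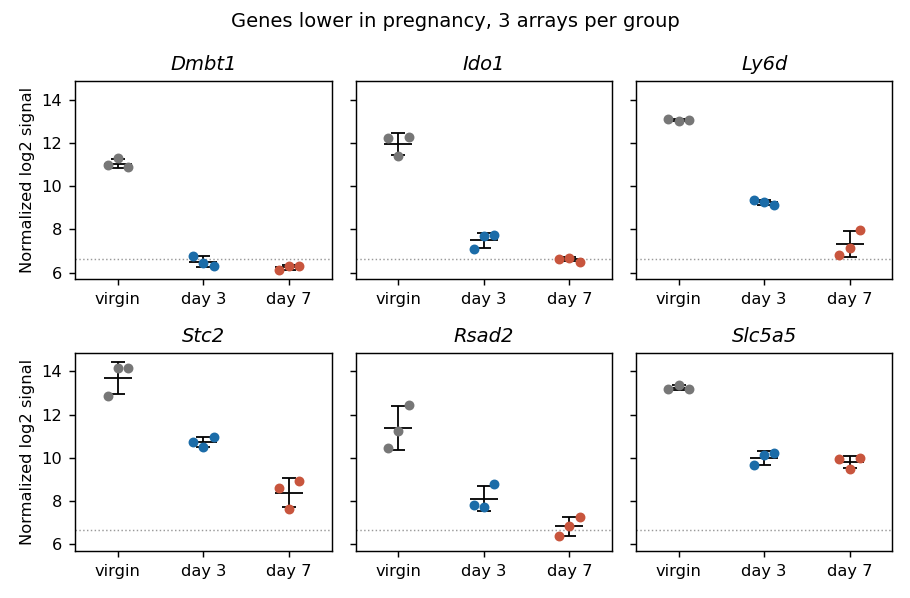
Normalised log2 signal (vertical axis) of Dmbt1, Ido1, Ly6d, Stc2, Rsad2 and Slc5a5 on the 3 virgin, 3 day 3 and 3 day 7 arrays. Each point is an array, the bars show the mean and standard deviation, and the dotted line is the background of 100. In every panel the 3 virgin arrays lie above the 6 arrays of pregnant animals.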

Indoleamine 2,3 dioxygenase (IDO1), an enzyme that catabolizes trypthophan, has a potentially immunosuppressive role and high IDO expression in ER+ breast cancer is associated with a better overall survival [30,31]. 

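Dbp fell by 3.50 on the log2 scale at day 3 (standard error 0.19, adjusted p = 2.9e-05 from limma, n = 3 animals per group) and by 1.67 at day 7 (adjusted p = 6.7e-04). It was 1.83 higher at day 7 than at day 3 (adjusted p = 8.2e-04). Dbp is also an output gene of the circadian clock. Of 9 measured clock genes that cycle in phase with Dbp, 4 fell at day 3 and 3 fell at day 7, and none rose (the same counts when adjusted over the list alone). The clock repressor gene Nr1d1 fell by 1.36 at day 3 (standard error 0.21, adjusted p = 0.0036), Tef, a relative of Dbp, fell by 1.11 (standard error 0.19, adjusted p = 0.0060), and the period gene Per2 fell by 1.02 (standard error 0.15, adjusted p = 0.0023). Other tested probes of Per2 were at -1.12 and 0.13, and the last was not called. After median scaling, Nr1d1 was at -0.89, Tef at -0.42 and Per2 at -0.53, and none of them passed. Without day 3 replicate 1 Tef was at -0.91, and Per2 was at -0.95 without virgin replicate 2 and at -0.92 without day 3 replicate 3, all under a fold change of 2. The list was lower by camera at day 3 (adjusted p = 5.3e-04, and adjusted p = 0.058 with an estimated correlation) and at day 7 (adjusted p = 0.0036, and adjusted p = 0.149 with an estimated correlation). Arntl and Clock, which cycle in the opposite phase, were at -0.07 and -0.40 at day 3, and at 0.13 and -0.86 at day 7. Neither was called by limma or Cyber-T. No unadjusted p was under 0.05 at day 3, and that of Clock was at day 7 (adjusted p = 0.011), where it was called without virgin replicate 2, at -1.004. With median scaling Clock was at 0.29 at day 3 and -0.27 at day 7.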

D site of albumin promoter (albumin D-box) binding protein (DBP) is a transcription factor that for instance binds to the insulin promoter. 

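Slc5a5 fell by 3.26 on the log2 scale at day 3 (standard error 0.19, adjusted p = 3.4e-05 from limma, n = 3 animals per group) and by 3.44 at day 7 (adjusted p = 1.2e-05), and the 2 days did not differ by the test (adjusted p = 0.66). This is its brightest probe, and its other tested probe was at -0.73 and -0.85 and was not called. Of 19 measured genes of ion and water transport, 4 fell and none rose at day 3, and 4 rose and 3 fell at day 7 (the same counts when adjusted over the list alone). Fxyd2, a regulatory subunit of the sodium pump, fell by 2.24 at day 3 (standard error 0.17, adjusted p = 1.1e-04) and rose by 1.33 at day 7 (adjusted p = 0.0010). Its rise from day 3 to day 7 was 3.58 (adjusted p = 2.5e-05), again on its brightest probe, while its other tested probe was at -0.27 and 0.46 against virgin animals and was not called. Scnn1g, a sodium channel subunit, rose by 1.28 at day 7 (standard error 0.11, adjusted p = 1.5e-04). The list was lower by camera at day 3 (adjusted p = 0.042, and adjusted p = 0.12 with an estimated correlation), and its median of -0.13 became 0.09 with median scaling, which moved the median of all tested probes to 0.20.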

The sodium/iodide transporter (SLC5A5) is negatively regulated by IGF-1 and TGF-beta signalling in the mammary gland [32] and therefore its down regulation may be a reflection of increased IGF signalling.

Taken together, at day 3 of pregnancy the most striking change in the transcriptome of HR+ cells compared to HR+ in the non-pregnant mammary gland is the induction of proliferation. This is indicated by the Ingenuity Pathway Analysis, the individual genes that change most significantly based on the microarray analysis, and this was further validated by qPCR on some of the cell cycle genes on independent cDNA samples (Figure 7A).

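Of the 10 genes with the largest rise in HR+ cells at day 3, 7 are in the lists of DNA replication or mitosis. The paper also names these 7 among its most induced genes, so this share is not independent of its results. Of the 348 genes that rose, 69 are in these lists. Of 26 measured genes of ribosome biogenesis, 1 rose and none fell at day 3 (1 when adjusted over the list alone), with a list median of 0.40. This was Mybbp1a, called on a probe other than its brightest. The ribosome biogenesis list was higher by camera (adjusted p = 0.0018, and adjusted p = 0.11 with an estimated correlation). Of 11 measured housekeeping genes, 1 rose and none fell at day 3 and 1 rose at day 7 (the same counts when adjusted over the list alone), and their median at day 3 was 0.42. The gene called at day 3 was Rpl13a, a ribosomal protein gene, at 1.18 (standard error 0.13, adjusted p = 7.0e-04 from limma, n = 3 animals per group). The housekeeping list was higher by camera (adjusted p = 0.0018, and adjusted p = 0.063 with an estimated correlation). From its pathway analysis, from the genes that changed most on the arrays and from qPCR of cell cycle genes in other samples, the paper concludes that the induction of proliferation is the main change in HR+ cells at day 3.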

**Figure 7:**
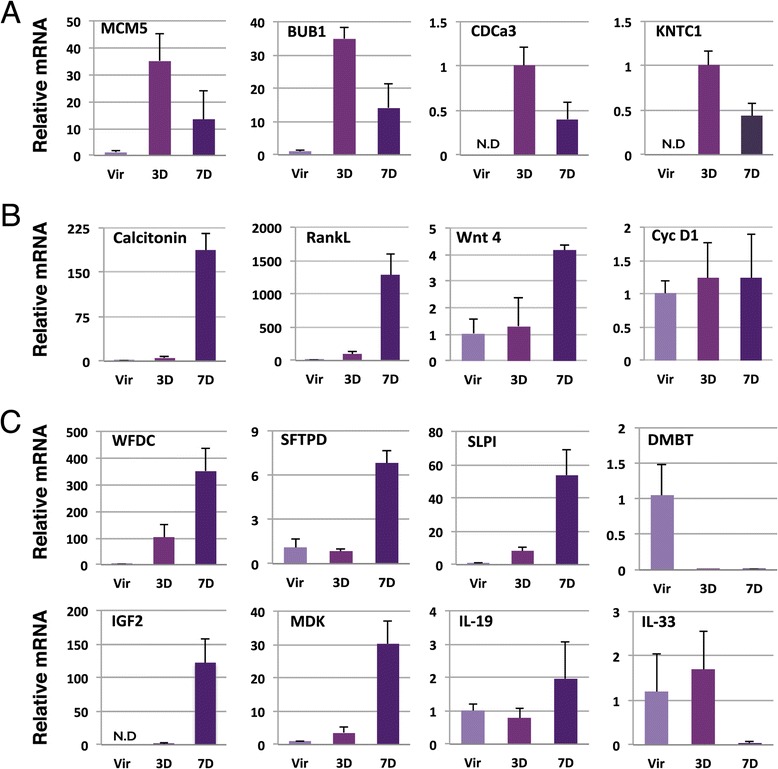
**Quantitative polymerase chain reaction (qPCR) validation of the transcriptional changes in HR+ in early pregnancy. (A)** Relative mRNA expression of cell cycle genes during pregnancy compared to virgin samples, normalised to HPRT expression. **(B)** Relative mRNA expression of progesterone target genes during pregnancy compared to virgin samples, normalised to HPRT expression. **(C)** Relative mRNA expression of secreted factors during pregnancy compared to virgin samples, normalised to HPRT expression. N.D.: Not Detected. Error bars indicate standard deviation for 3 individual mice.

### Transcriptional changes in HR+ cells at day 7 of pregnancy involve immune regulation and cellular communication

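Fewer cell cycle genes were higher at day 7 of pregnancy than at day 3, and most changes were smaller. Of the measured genes of DNA replication, 8 of 43 rose at day 7 and none fell, and of those of mitosis, 8 of 54 rose and none fell (8 and 8 when adjusted over the list alone). Without day 7 replicate 2 each of these counts was 5. Cenpa, the centromeric histone, rose by a log2 fold change of 3.24 at day 3 (standard error 0.20, adjusted p = 4.4e-05 from limma) and by 1.66 at day 7 (adjusted p = 8.5e-04), and from day 3 to day 7 it fell by 1.58 (adjusted p = 0.0018). Chaf1b, which deposits histones behind the replication fork, rose by 2.21 at day 3 (standard error 0.18, adjusted p = 1.8e-04) and by 1.63 at day 7 (adjusted p = 5.8e-04). Its difference between the 2 days, -0.58 (adjusted p = 0.077), was under a fold change of 2 and was not called. Between day 3 and day 7, 21 of the replication genes fell and 1 rose, and 31 of the mitosis genes fell and none rose (22 fell and 1 rose, and 31 fell, when adjusted over the list alone). The gene that rose was Cdc7, a kinase that fires replication origins, at 2.48 at day 3 and 3.86 at day 7 (difference 1.38, standard error 0.33, adjusted p = 0.027). Both lists were higher at day 7 by camera (adjusted p = 3.5e-06 for replication, and adjusted p = 0.36 with an estimated correlation, and adjusted p = 3.6e-04 for mitosis, and adjusted p = 0.45 with an estimated correlation). From day 3 to day 7 both were lower (adjusted p = 4.4e-23, and adjusted p = 0.11 with an estimated correlation, for replication, and adjusted p = 1.6e-30, and adjusted p = 0.086 with an estimated correlation, for mitosis).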

The expression of cell cycle progression genes is still apparent at day 7 of pregnancy, but to a lesser extent. This is consistent with the initial wave of proliferation in HR+ cells that is superseded by proliferation in the luminal HR- cells (Figure 1). Part of the overlap in gene changes at pregnancy day 3 and day 7 (Figure 3C) is due to the induction of cell cycle genes, but there are other processes that partially overlap that are only just detectable at day 3 and become much more robust at day 7. For instance, the induction of progesterone targets calcitonin and RANKL is detectable at day 3 of pregnancy, but the fold induction is much higher at day 7 (Figure 7B). 

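Of the 125 genes that were higher at both days, 16 are in the lists of DNA replication or mitosis, which is 12.8%. Tnfsf11, which encodes RANKL, the signal from HR+ cells to HR- cells, rose by a log2 fold change of 2.34 at day 3 (standard error 0.17, adjusted p = 1.1e-04 from limma, n = 3 animals per group). At day 7 it was at 4.14, a further rise of 1.79 (adjusted p = 5.2e-04). On 2 of 3 virgin arrays Tnfsf11 lay under background, which limits the size of its change against virgin animals. Slc16a5, a monocarboxylate transporter, rose by 1.80 at day 3 (standard error 0.20, adjusted p = 6.7e-04) and by 3.18 at day 7, a further rise of 1.38 (adjusted p = 0.0030). Of 13 measured progesterone targets, 6 rose and 2 fell at day 7 (6 and 2 when adjusted over the list alone), and 6 were higher and 2 were lower at day 7 than at day 3. Hsd11b2, which inactivates glucocorticoids, rose by 1.47 at day 7 (standard error 0.15, adjusted p = 4.1e-04, with 2 of 3 virgin arrays under background), while Errfi1, an inhibitor of the EGF receptor, fell by 1.38 (standard error 0.12, adjusted p = 1.8e-04). The list was higher by camera at day 7 (adjusted p = 0.011, and adjusted p = 0.26 with an estimated correlation). Of 12 measured targets of prolactin and STAT5, 3 rose and 2 fell at day 3, and 5 rose and 2 fell at day 7 (the same counts when adjusted over the list alone). Socs2, a feedback inhibitor of cytokine signalling, rose by 1.35 at day 3 (standard error 0.16, adjusted p = 0.0010) and by 2.47 at day 7 (adjusted p = 3.4e-05).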

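Wnt4, a secreted signal to neighbouring epithelial cells, had a normalised log2 signal of 8.88 in virgin animals, 8.44 at day 3 and 9.90 at day 7, over the background of 100. Against virgin animals it was at -0.44 at day 3 (adjusted p = 0.30 from limma) and rose by 1.02 at day 7 (standard error 0.25, adjusted p = 0.023, n = 3 animals per group). Another tested probe of Wnt4 was at 0.38 at day 7 and was not called. On the brightest probe, the rise from day 3 to day 7 was 1.46 (adjusted p = 0.0062). The change at day 7 is close to the required fold change of 2 and did not pass without virgin replicate 1 (0.75), without day 7 replicate 1 (0.94) or with array weights (0.95).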

Another target of the progesterone receptor (PR), Wnt4, is not detectable with the relatively low sensitivity of the microarray but an increase in Wnt4 expression at day 7 of pregnancy can be detected by qPCR (Figure 7B). 

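Ccnd1, the gene of cyclin D1, was not changed by the test at either day, with n = 3 animals per group. Its log2 fold change was 0.03 at day 3 (standard error 0.24, adjusted p = 0.95 from limma) and -0.60 at day 7 (standard error 0.24, adjusted p = 0.13), at a normalised log2 signal of 12.0 or more in each group. Ccnd3, the gene of cyclin D3, was at 0.62 at day 3 (adjusted p = 0.010) and 0.54 at day 7 (adjusted p = 0.017), both under a fold change of 2. By median scaling, Ccnd3 reached it at 1.29 and 1.14.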

Cyclin D1 has also been found to be partially regulated by PR [33] but we do not find evidence for Cyclin D1 induction either by microarray or qPCR (Figure 7B). Induction of cyclin D1 transcription was described 24 hours after progesterone injection, but in that case RNA from the entire mammary gland was used [34], implying that the cyclin D1 induction could have occurred in neighboring HR- cells.

In addition to elevated cell cycle genes and known hormone-induced target genes, this data set provides insight to other processes that are initiated in HR+ cells at day 7 of a murine pregnancy, the time when alveoli become clearly visible (Figure 1A). In Figure 7, we highlight a few of the top molecules that are all secreted factors (with the exception of Cyclin D1). 

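Genes of secreted factors changed at both days in HR+ cells. Of 662 tested genes with a probe in the table of secreted factors, 18 rose and 48 fell at day 3, and 55 rose and 50 fell at day 7. Between day 3 and day 7, 50 of them rose and 15 fell. Of the 886 probes in the table, 833 were tested, and 118 were called at day 7, 64 higher and 54 lower. The paper's own values for the same probes, at the same thresholds, give 120 calls at day 7, 65 higher and 55 lower, and 115 probes were called by both. The log2 fold changes at day 7 of the 2 analyses correlated at 0.9998 across probes. The table marks a protein as secreted by annotation, and the secretion itself was not measured on the arrays.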

A complete list of transcriptional changes in secreted factors (annotation by Ingenuity) is included in Additional file 7.

WFDC (WAP four-disulfide core domain) is a protease inhibitor with a potential role in immune regulation. Interestingly, WFDC is part of the same gene cluster as SLPI (Secretory Leukocyte Protease Inhibitor) [35] and both genes are strongly induced in HR+ cells at pregnancy day 7 (Figure 4C, 6B and 7C). 

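Wfdc12, a small protease inhibitor, had the largest rise of all genes at day 3, with a log2 fold change of 6.55 (standard error 0.30, adjusted p = 1.1e-05 from limma, n = 3 animals per group), and was at 7.64 at day 7 (adjusted p = 2.0e-06). Its difference of 1.09 between the days (adjusted p = 0.051) did not pass without day 3 replicate 1 (1.10), 2 (1.13) or 3 (1.07), without day 7 replicate 1 (1.04) or 2 (0.97), or with median scaling (0.97). Slpi, an inhibitor of neutrophil elastase, rose by 2.96 at day 3 (standard error 0.22, adjusted p = 1.0e-04) and by 4.61 at day 7 (adjusted p = 4.7e-06), a further rise of 1.66 (adjusted p = 0.0020). In the mouse genome both genes lie on chromosome 2, with 8 protein-coding genes between them.

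**Figure D4:**
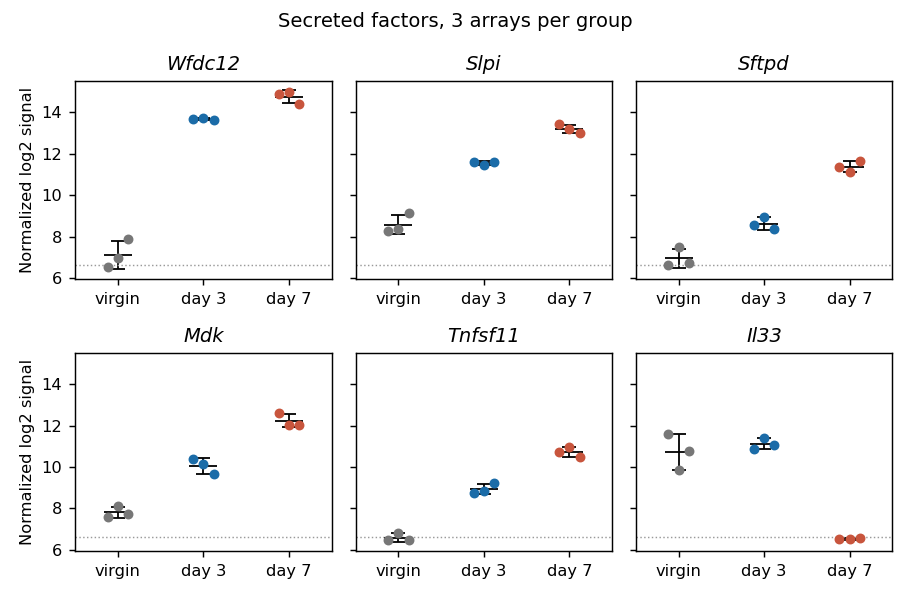
Normalised log2 signal (vertical axis) of Wfdc12, Slpi, Sftpd, Mdk, Tnfsf11 and Il33 on the 3 virgin, 3 day 3 and 3 day 7 arrays. Each point is an array, the bars show the mean and standard deviation, and the dotted line is the background of 100. In the panels of Wfdc12, Slpi, Sftpd, Mdk and Tnfsf11 the signal is highest at day 7, and in that of Il33 the 3 day 7 arrays lie under background.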

Secreted SLPI specifically reduces growth of mammary but not colon cancer cells grown in mice [36], suggesting a functional role for SLPI in mammary epithelial cells. The role of the induced SFTPD (Surfactant, pulmonary-associated protein D) seems straight forward; surfactant secretion prevents the collapse of lung alveoli and likely also of the developing mammary alveoli that become apparent by day 7 of pregnancy. In addition, SFTPD is thought to play an important role in innate immunity because it binds a wide variety of microorganisms and may modulate leukocyte responses [37]. Curiously, DMBT1 (Deleted in Malignant Brain Tumors 1) is also expressed in the lung and seems to interact with SFTPD at the protein level [38]. DMBT1 is induced in inflammatory conditions as part of an anti-microbal defense but it is downregulated in the process of terminal differentiation in gastric epithelia [39]. Our data show that DMBT1 is strongly downregulated in HR+ cells in early pregnancy (Figure 7C). In contrast, SFTPD is strongly induced and it is currently unclear whether in mammary alveologenesis DMBT1 and SFTPD are functionally linked. 

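Sftpd and Dmbt1 changed in opposite directions in HR+ cells at both days, with n = 3 animals per group. Sftpd, a lectin of the collectin family, rose by a log2 fold change of 1.68 at day 3 (standard error 0.25, adjusted p = 0.0029 from limma) and by 4.43 at day 7 (standard error 0.25, adjusted p = 1.5e-05). Its further rise from day 3 to day 7 was 2.75 (adjusted p = 4.0e-04). Dmbt1, a mucosal scavenger receptor, fell by 4.54 at day 3 (standard error 0.16, adjusted p = 2.4e-06), where 2 of 3 arrays lay under background, which limits the size. At day 7 its signal was under background on all 3 arrays, so that it was at least 21.1-fold lower than in virgin animals (adjusted p = 6.1e-07).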

Similar to its downregulation in early pregnancy, DMBT1 expression is also reduced in breast cancer where its expression was anti-correlated with the proliferation marker MCM5 [40]. Thus, the downregulation of DMBT1 in HR+ cells in early pregnancy could be related to an induction of proliferation. Taken together, several of the most strongly induced genes play a role in the protection against microorganisms. 

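Genes of antimicrobial and acute phase proteins changed in both directions. Of 31 measured members of this list, 3 rose and 9 fell at day 3, and 7 rose and 9 fell at day 7 (the same counts when adjusted over the list alone). Between day 3 and day 7, 8 rose and 1 fell (9 and 1 when adjusted over the list alone). Besides the protease inhibitors and Sftpd, Cfb, a protease of the complement system, was at 0.04 at day 3 and rose by a log2 fold change of 1.58 at day 7 (standard error 0.13, adjusted p = 1.1e-04 from limma). Ang4, a ribonuclease that kills bacteria, fell by 2.93 at day 3 (standard error 0.24, adjusted p = 1.6e-04) and by 3.27 at day 7 (adjusted p = 5.8e-05). Lcn2, which withholds iron from bacteria, fell by 1.88 at day 3 (standard error 0.20, adjusted p = 5.2e-04) and was at -0.94 at day 7, under a fold change of 2. At day 7 it passed without virgin replicate 3 (-1.14) and without day 7 replicate 3 (-1.03). Itih2, a carrier of hyaluronan, was at 0.54 at day 3, where it passed with median scaling (1.21), and fell by 1.86 at day 7 (standard error 0.11, adjusted p = 2.1e-05). At day 7 the list held more genes that rose (one-sided Fisher's exact test, adjusted p = 0.0010) and more that fell (adjusted p = 3.1e-05) than chance gives, and it did not pass camera in either direction (adjusted p = 0.97). The list holds Wfdc12, Slpi, Sftpd and Dmbt1, which the paper reports as changed on these arrays, so these tests are not independent of its results.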

Speculatively, there may be an increased risk for a compromised epithelial barrier during active morphogenesis.

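Genes of secreted growth factors and morphogens changed in both directions at day 7. Of 42 measured members of this list, 3 rose and 5 fell at day 3, and 5 rose and 8 fell at day 7 (3 rose and 7 fell at day 3, and 5 rose and 8 fell at day 7, when adjusted over the list alone), and 9 fell at day 3 without virgin replicate 1. Mdk, the growth factor midkine, rose by a log2 fold change of 2.25 at day 3 (standard error 0.23, adjusted p = 5.0e-04 from limma, n = 3 animals per group). At day 7 it was at 4.41 (adjusted p = 1.1e-05), a further rise of 2.16 (adjusted p = 9.3e-04). Dkk3, a secreted protein related to Wnt inhibitors, was at 0.28 at day 3 and rose by 3.26 at day 7 (standard error 0.30, adjusted p = 1.9e-04). Wnt7b, a Wnt ligand, fell by 1.60 at day 3 (standard error 0.20, adjusted p = 0.0013) and by 1.73 at day 7 (adjusted p = 6.7e-04) on its brightest probe. Its other tested probe was at -0.14 and -0.13 and was not called. After scaling by the median, Wnt7b was at -0.92 at day 3 and did not pass. Hbegf, a ligand of the EGF receptor, was at -0.83 at day 3 and fell by 2.00 at day 7 (standard error 0.24, adjusted p = 8.0e-04), and without virgin replicate 2 it also passed at day 3, at -1.03. The list did not pass camera at either day (adjusted p = 0.20 and 0.85).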

Another category of induced genes is involved in cell to cell communication. IGF2 is a prime example of this (Figure 7D), but we also observed the induction of for instance Midkine (MDK) and IL-19 and a strong downregulation of IL-33 (Figure 7D). Like IGF2, Midkine is a growth factor (MDK is also known as neurite growth promoting factor 2) and is widely expressed during embryogenesis but is absent from most adult tissues with the notable exception of the nervous system [41]. We show here that it is just detectable in virgin HR+ cells (average Ct of 33) and strongly induced in pregnancy (average Ct of 28 at day 7, Figure 7C). MDK has been reported to promote proliferation of cancer cells [42]. However, reports about its role in breast cancer are contradictory [43-45] and warrant further investigation of the role of MDK in the different mammary epithelial cell types in normal and malignant mammary development. 

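Il19, a cytokine of the IL-10 family, was at a log2 fold change of 0.89 at day 3 (adjusted p = 0.13 from limma) and rose by 2.92 at day 7 (standard error 0.34, adjusted p = 7.0e-04, n = 3 animals per group). This is a fold of 7.55, and its rise from day 3 to day 7 was 2.03 (adjusted p = 0.0061). With median scaling of the arrays, Il19 also passed at day 3, at 1.07. Il33, a cytokine released by damaged epithelium, was at 0.37 at day 3 (adjusted p = 0.56), and at 1.01 with median scaling, where it passed. At day 7 its signal was under background on all 3 arrays, at least 17.1-fold lower than in virgin animals (adjusted p = 1.4e-04) and at least 22.2-fold lower than at day 3 (adjusted p = 2.5e-04). Of 32 measured cytokine and chemokine genes, 2 rose and 5 fell at day 3, and 2 rose and 6 fell at day 7 (the same counts when adjusted over the list alone), and 3 fell at day 3 without day 3 replicate 3. The chemokine genes Cxcl15 and Cxcl17 fell at both days, by 1.84 and 1.52 at day 3 (adjusted p = 1.6e-04 and 9.4e-04) and by 1.88 and 1.57 at day 7. Mif, a cytokine that retains macrophages, rose by 1.21 at day 3 (standard error 0.12, adjusted p = 3.3e-04) on its brightest probe, with its other tested probe at 0.04. The list did not pass camera at either day (adjusted p = 0.30 and 0.16).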

The cytokine IL-19 was approximately 8-fold upregulated in the biological replicates used for the microarray analysis, but the independent validation by qPCR showed a more moderate response (Figure 7D). It will nevertheless be interesting to further explore the role of IL-19 because it induces proliferation and migration of breast cancer cells and the expression of IL-19 is correlated with a poor clinical outcome [46]. IL-33 is highly expressed in epithelial barrier tissues [47] and thought to act as an ‘alarmin’ that amplifies the innate immune response in case of tissue damage [48]. In contrast to the other genes shown in Figure 7D, IL-33 is abruptly downregulated, possibly to prevent an ‘alarmist’ response in case of alveolar morphogenesis. Preliminary data suggest that IL-33 enhances tumor growth in a mouse model of breast cancer [49] and it will be interesting to investigate the role and cellular target of IL-33 in the mammary gland.

## Conclusion

Pregnancy induces considerable changes in the mammary gland, and many studies have characterized this. Molecular analysis has been primarily performed on entire mammary glands, thereby blending the characteristics of all cell types of the fat pad and all epithelial cells types [50,51]. Sorting mammary epithelial cell populations based on cell surface markers has already provided new insights into cell-type specific transcriptomes of the three epithelial lineages in the adult virgin gland [3,8] and of the involuted mammary gland [52]. Here, we have taken that a step further and analyzed the dynamic transcriptional changes within a specific cell population in early pregnancy. We focussed on the changes in HR+ cells specifically, but similar dynamic changes are likely to occur in the other lineages that contribute to alveologenesis. Our data underscore that HR+ proliferate as part of a normal developmental program that is active in early pregnancy. Estrogen-dependent proliferation is one of the defining features for ER+ breast cancer, however this has been considered a newly acquired trait because ER+ cells in normal non-pregnant breast tissue rarely proliferate. It will be interesting to explore to what extend ER+ cancer cells hijack this developmentally-restricted program.

The transcriptional changes at day 7 of pregnancy show a wide range of responses, part of which seem to involve the increase in anti-microbial defense which might be due to a suboptimal barrier function during active epithelial morphogenesis. Another part of the response at day 7 is likely involved in the coordination of the collaborative outgrowth of different epithelial cell types to form the milk-producing alveoli. Many of the most significantly changed genes have a role in breast cancer and given the heterogeneity within breast tumors, where ER+ breast tumors can contain as few as 10% ER+ cells [53], it will be important to investigate heterotypic signaling in both normal and malignant mammary gland development.

## Methods

### Mice and timed mating

All experiments were conducted with FVB/N mice purchased from Jackson Laboratory and bred and maintained in the animal facility of the DUKE-NUS Graduate Medical School and The National Cancer Centre, Singapore. All animal protocols were approved by the SingHealth Institute Animal Care and Use Committee. The virgin controls were injected with EdU at metestrus when 11 weeks old and mammary glands were harvested 24 hours later. For the early-pregnancy time-points, mice were timed-mated when 9-11 weeks old. Female mice at estrus were placed in the cage of a male after 10 pm and checked for vaginal plugs at 8 am the following morning (Day 0). Mice were injected with EdU 24 hours before euthanizing 3 days or 7 days later by carbon dioxide inhalation. 2 mg/g body weight of EdU (Molecular Probes #C10337) was injected.

### Carmine staining of whole-mounted mammary glands

A #3 (thoracic) gland was fixed in methacarn (60% methanol, 30% chloroform, 10% acetic acid) between glass slides for 24 hours. Subsequently the gland was placed in 70% ethanol for 24 hours, then immersed in 0.2% carmine (Sigma #C1022)- 0.5% aluminum potassium sulfate (Aldrich) stain for 18 hours. Next, glands were transferred to 70%, 90% and 100% ethanol for 1 hour each, followed by 100% ethanol for 18 hours. Finally glands were transferred to methyl salicylate (Sigma #M2047) for visualisation and photography with an Olympus SZX12 microscope.

### Confocal immunofluorescence

Fresh #3 (thoracic) glands were fixed for 18 hours in 4% buffered formaldehyde (ICM Pharma), processed and embedded in paraffin wax. 5 μm sections were cut and adhered to Superfrost Plus coated slides (Menzel-Glaser #J1800AMNZ) overnight at 37°C. Sections were de-paraffinized in Xylene (2× 5 minutes) and hydrated by sequential incubation in ethanol solutions of decreasing concentration (100% ethanol 2× 5 minutes, 90% ethanol 2× 5 minutes, 70% ethanol 2× 5 minutes and distilled H_2_O 5 minutes). Antigen retrieval was performed in 600 mL of 1 mM disodium-EDTA by heating in a microwave on high for 5 minutes and on 30% power for an additional 5 minutes and then cooled at room temperature for 1 hour. Slides were immersed in distilled H_2_O and washed in PBS for 5 minutes. Sections were encircled with a wax pen and incubated for 30 minutes at room temperature with the Click-iT reaction mix (Molecular Probes #C10337), prepared as described by the manufacturer. Primary antibody was diluted in PBS (for dilutions and suppliers, see Additional file 8) with 10% normal serum from the species in which the secondary antibody was raised, was applied and incubated at 4°C overnight. Sections were washed in PBS (3× 5 minutes) before the addition of secondary antibody (in PBS + 10% normal serum), for 30 minutes at room temperature. Sections were washed in PBS (2× 5 minutes) and stained with DAPI (1 μg/mL) for 2 minutes at room temperature. Sections were then washed in PBS and mounted in Vectashield fluorescence mounting media (Vector Laboratories #H-1000). Images were acquired on a Zeiss 710 confocal microscope with a pinhole aperture of 1 airy unit. For cell enumeration, at least 20 fields were randomly selected and greater than 1300 luminal cells counted per animal. Of note, ER protein levels decrease upon pregnancy (see Additional file 3) and to allow accurate identification of ER+ cells for quantification we increased the exposure of samples derived from pregnant animals to a signal that was similar to the samples derived from virgin mice (Figure 1).

### Isolation of primary mammary epithelial cells

Mammary epithelial cells (MECs) were isolated according to [54], with minor modifications [2]. The #4 and #5 mammary glands were excised after removal of mammary lymph nodes and were mechanically and enzymatically digested to single cells. The glands from one animal were pooled and processed as one sample. For more details, see [2]. Single cells were resuspended in L15 medium with 6% FCS, counted and kept on ice during antibody staining for FACS.

### Cell labeling, flow cytometric analysis & fluorescence-activated cell sorting (FACS)

Fluorochrome-conjugated antibodies were titrated on primary mammary epithelial cells to ensure maximal positive:background fluorescence ratio (Additional file 9). Anti-mouse &/or anti-rat compensation beads (BD #552843 and #552845, respectively) were used for single stain antibody controls. Compensation controls also included two cellular samples: unstained cells and cells with DAPI (Sigma #D8417). Single cell samples from individual animals (3 animals per time point) were incubated with antibodies on ice for 45 minutes with agitation each 15 minutes. Samples were then washed with twice the sample volume and resuspended in L15+ containing 200 ng/mL of DAPI, except non-DAPI compensation controls. All multiple-labelled samples were gated on FSC-A vs. SSC-A and doublet discrimination (FSC-H vs. FSC-W & SSC-H vs. SSC-W) and DAPI negativity (Additional file 1). Samples contained anti-CD45 to exclude lymphocytes from analysis. Cells were analyzed and sorted on a BD FACS-Aria II containing 355 nm UV, 488 nm blue, 561 nm yellow-green and 633 nm red lasers. An overview of the FACS proportions of the individual animals used for this study can be found in Additional file 2.

### Generation of cDNA by direct reverse transcription & qPCR analysis

For analysis of transcript levels by qPCR, cells were sorted directly into lysis buffer (10 IU RNase inhibitor (Invitrogen), 2 mM DTT, 0.15% Tween-20 (Biorad) in 10 μL of nuclease-free water) in PCR tubes. 500 cells were sorted into each tube, making approximately 12 μL total volume. Reverse transcription was performed using Superscript VILO (Invitrogen #11754) as per manufacturers protocol. Primers were designed that span introns to exclude the detection of genomic DNA and selected for optimum melt curve and amplification profiles (for primer sequences, see Additional file 9). qPCR was performed using SSo Fast Evagreen supermix reagent (Biorad #172-500) as per manufacturers protocol. Per condition 3 animals were assayed, normalized by HPRT (validated to be consistent between groups), averaged and compared to Virgin samples according to the delta-delta c (t) method. The relative values from 3-5 sets of mice were assessed by paired *t*-test for statistical significance.

### Preparation of RNA for the microarray

For Microarray analyses, cells were sorted directly into lysis buffer (20 IU RNase inhibitor (Invitrogen), 2 mM DTT, 0.15% Tween-20 (Biorad) in 8 μL of nuclease-free water) in PCR tubes. 1000 cells were sorted into each tube, making approximately 12 μL total volume. The cells were allowed to lyse for 15 minutes on ice and stored at -80 degrees. RNA from 2 μL of lysed cells (equivalent of 167 cells) was amplified and labelled with Biotin using the TargetAmp™ 2-Round Biotin-aRNA Amplification Kit 3.0 (epicentre #TAB2R710) as per the manufacturers protocol. Sorting a thousand cells improves the representation of the HR+ population and the accuracy of the sort (because of the collection volume of 8 μL). The maximum input in the TargetAmp Kit was 2 μL and we used the leftover RNA for quality controls. The TargetAmp output was subjected to SuperScript® II Reverse Transcriptase (Invitrogen #18064) and SuperScript® III Reverse Transcriptase (Invitrogen #180800) to synthesize cDNA and RNA Clean & Concentrator™(ZYMO Research #R1017) and RNeasy MinElute Cleanup Kit (Qiagen #74204) were used to purify the RNA as recommended by the amplification protocol. The concentration and purity of the Biotin-labelled aRNA was determined by using a NanoDrop spectrophotometer (Thermo Scientific-NanoDrop 2000).

### Microarray analysis

Microarray hybridization and scanning was performed by the Genomic and RNA Profiling Core Facility at DUKE-NUS Graduate Medical School. 1.5 μg of biotinylated a/cRNA from each sample was hybridized at 58°C for 16 hours using the Illumina Whole-Genome Gene Expression Direct Hybridization Assay system with the Illumina Mouse WG-6 v2.0 (six-sample BeadChip) platform. The signal was developed using streptavidin-Cy3 and the BeadChips were scanned with an Illumina BeadArray Reader. Raw signals were logarithmically transformed (to base 2) and quantile normalized. The background noise from the array was determined at 100, and probes with an average signal <100 in all comparator groups were removed from further analysis (this reduced the number of analyzed probes from 45281 to 19821). Differential gene expression between pregnant and virgin samples was expressed as a log ratio of the average logged signals between the compared groups. Statistical significance of differential gene expression was assessed by a regularized *t*-test adapted for small replication groups (Cyber-T, [55]). False discovery rates (FDR) were generated on the nominal p-values by the multiple testing correction procedure of Benjamini and Hochberg [56]. Generally, genes with an absolute fold-change of 2-fold or higher and a FDR less than or equal to 10% were considered to be significantly and differentially expressed and formed the basis for comparing gene lists from each comparison (3D vs Vir and 7D vs Vir). For each probe, a combined metric (Pi score) based on the signed log ratio and the FDR was additionally defined [57] and computed as follows: Pi = (log ratio)*(-log10 [FDR]). The Pi score was used to determine the top 25 up- and down-regulated genes in the 3-day and 7-day pregnant samples compared to the virgin group. Principal components analysis was conducted on the expression covariance matrix to identify potential sample outliers (Partek Genomics Suite, version 6.6). The microarray data from this publication have been submitted to the NCBI Gene Expression Omnibus and are deposited as GSE63720.

### Pathway enrichment analysis

Pathway enrichment analysis was conducted via the over-representation analysis (ORA) method in the Ingenuity Pathway Analysis (IPA) tool (Ingenuity Systems, www.ingenuity.com). A pre-filtered list of differentially expressed genes (absolute fold-change ≥ 2-fold and FDR ≤ 10%) were used as input for each comparison. Pathway enrichment was assessed on the list of canonical pathways from the Ingenuity Knowledge Base. Over-representation of biological pathways was ascertained via Fisher’s exact test and corrected for multiple testing by the Benjamini-Hochberg procedure.

### Declaration of compliance with guidelines for the use of animals in this study

All procedures were performed in accordance with the guidelines for ethical treatment of laboratory animals approved by the SingHealth Institute Animal Care and Use Committee, Singapore. FVB/N mice were purchased from Jackson Laboratory and bred and maintained in the animal facility of the DUKE-NUS Graduate Medical School and The National Cancer Centre, Singapore under guidelines for housing and husbandry conditions of each institute. Mice were euthanized by carbon dioxide inhalation and cervical dislocation. Effort was taken to ensure good animal welfare and prevent suffering.

### Availability of supporting data

The data set supporting the results from this article is available in the NCBI Gene Expression Omnibus, GSE63720.

## Additional files

Additional file 1:
**Gating strategy used for fluorescence-activated cell sorting (FACS).** Cell doublets and debris were excluded from the murine mammary gland cell suspension using the Forward and Side scatter parameters. Single viable cells were gated using DAPI before excluding lymphocytes using CD45. CD24 and CD49f were used to subdivide the epithelial cells into Luminal and Basel lineages. The luminal population was further subdivided into the HR+ and Alveolar cell populations using Sca1 and CD49b expression. Additional file 2:
**FACS proportions of mammary epithelial subpopulations of the samples used for the microarray.** (A) Proportion of basal (blue) and luminal (green) epithelial cells based on FACS using cell surface markers CD24 and CD49f for cells isolated from 3 virgin mice (Vir-1, Vir-2 and Vir-3), 3 mice that were 3-days pregnant (3D-1, 3D-2 and 3D-3) and 3 mice that were 7 days pregnant (7D-1, 7D-2 and 7D-3). (B) Proportion of hormone receptor positive (HR+, purple) and alveolar progenitor (yellow) luminal cells based on FACS using cell surface markers Sca1 and CD49b for the same samples shown in (A). Additional file 3:
**Immuno-fluorescence staining illustrating the reduction of hormone receptor expression during pregnancy.** Estrogen Receptor (ER, green), Progesterone Receptor (PR, red), Cyto-keratin 8 (CK8, blue) and DAPI (Grey). Scale bar, 10 μm. Images were acquired with a fixed exposure time. Additional file 4:
**List of genes that significantly change in hormone-sensing cells at day 3 and day 7 of pregnancy.** (A) List of 165 genes differentially expressed in HR+ cells at day 3 of pregnancy compared to virgin animals based on Venn analysis conducted on a list of genes that had an absolute fold-change of > = 2-fold and a FDR of 10% or less. Since some genes are represented by multiple Illumina probes, the analysis was conducted at the gene symbol level. (B) List of 401 genes differentially expressed in HR+ cells at both day 3 and 7 of pregnancy compared to virgin animals based on Venn analysis. (C) List of 605 genes differentially expressed in HR+ cells at day 7 of pregnancy compared to virgin animals based on Venn analysis. Additional file 5:
**Enrichment for gene function by Ingenuity Pathway Analysis (IPA) systems.** List of genes belonging to canonical Ingenuity pathways that were differentially expressed in HR+ cells in early pregnancy. Pathway enrichment analysis was conducted via over-representation analysis in Ingenuity Pathway Analysis software, using a pre-filtered list of differentially expressed genes (absolute fold-change ≥ 2-fold and FDR ≤ 10%) as the input. Pathway significance was ascertained by the right-tailed Fisher’s exact test (column B) and the ratio of the number of pathway-specific differentially expressed genes to the total number of genes for the pathway are shown in column C. Columns D-O list the individual differentially expressed genes for each pathway. Additional file 6:
**Cell cycle regulators identified in HR+ cells in early pregnancy.** (A) Fold change of Log 2 expression of pre-selected cell cycle genes at pregnancy day 3 and 7 compared to virgin samples. At 3 days of pregnancy, up-regulated genes are indicated in red, down-regulated genes in green and unchanged genes in grey. (B) Schematic representation of pre-selected genes involved in cell cycle regulation at 3 days of pregnancy. Up-regulated genes are indicated in red, down-regulated genes in green and unchanged genes in grey. Additional file 7:
**List of genes encoding secreted factors that are differentially expressed in HR+ cells at day 7 of pregnancy.** (A) List of genes encoding secreted factors differentially expressed at day 7 of pregnancy compared to virgin animals. Data was generated by cross-comparing the genes of interest against the master list of Uniprot proteins with subcellular location = ‘secreted’ (confidence level = any). This list corresponds to the Gene Ontology term “extracellular region (GO0005576)”. (B) Top 50 up-regulated genes encoding secreted factors at day 7 of pregnancy. (C) Top 50 down-regulated genes encoding secreted factors at day 7 of pregnancy. Additional file 8:
**Antibodies used in confocal immunofluorescence and fluorescence-activated cell sorting (FACS).**
Additional file 9:
**Nucleic acid sequences for primers used in Quantitative polymerase chain reaction (qPCR) experiments.**

## Abbreviations

HR: Hormone receptor
IGF2: Insulin-like growth factor 2
ER: Estrogen receptor
PR: Progesterone receptor
Elf5: E74-like factor 5
RANKL: Receptor activator of nuclear factor kappa-B ligand, also known as TNFSF11
FACS: Fluorescence-activated cell sorting
qPCR: Quantitative polymerase chain reaction
RT: Reverse transcriptase
EDTA: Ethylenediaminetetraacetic acid
EdU: 5-Ethynyl-2’-deoxyuridine
CK8: Cytokeratin-8
DAPI: 4’,6-Diamidino-2-phenylindole
FDR: False discovery rate
GSEA: Gene-set enrichment analysis
PCA: Principal component analysis
IGFALS: Insulin-like growth factor acid labile subunit
IGFBP: IInsulin-like growth factor binding protein
CDCa3: Cell division cycle associated 3
CDCa8: Cell division cycle associated 8
PBK: PDZ-binding kinase
Kif22: Kinesin-like protein 22
KNTC1: Kinetochore associated 1
Nusap1: Nucleolar and spindle-associated protein 1
MCM5: Minichromosome maintenance complex component 5
CALCA: Calcitonin
IDO1: Indoleamine 2,3 dioxygenase
Wnt4: Wingless-type MMTV integration site family, member 4
SLC5A5: Solute carrier family 5
DBP: D site of albumin promoterbinding protein
WFDC: WAP four-disulfide core domain
SFTPD: Surfactant, pulmonary-associated protein D
DMBT1: Deleted in Malignant Brain Tumors 1
MDK: Neurite growth promoting factor 2
IL-19: Interleukin 19
IL-33: Interleukin 33

# Supplementary material for: Transcriptome analysis of the hormone-sensing cells in mammary epithelial reveals dynamic changes in early pregnancy
**Source:** BMC Dev Biol. 2015 Jan 27;15:7. doi: 10.1186/s12861-015-0058-9

A

	3D vs Vir	7D vs Vir
Cdk4	1.77	1.18
Cdk6	-0.10	-0.14
CyclinD1	0.04	-0.61
Cdk2	0.22	-0.20
Cyclin E	0.21	0.09
p15	-0.79	-1.51
p16	0.05	-0.02
p19	-0.09	-0.00
p21	-1.71	-1.72
p27	-0.10	-0.12
Cdc25a	-0.01	0.02
E2f1	2.34	0.365
E2f2	0.05	0.10
E2f3	0.45	0.44
E2f4	0.48	0.25
E2f5	-0.33	-0.12
E2f6	0.15	-0.01
E2f7	0.12	0.02
Cdk2	0.22	-0.20
Cyclin A	0.17	0.01
CDK1	0.38	-0.16
Cdt1	2.41	0.62
Cdc6	0.05	0.16
Cyclin B	3.13	1.00
Pbk	5.58	2.36
Cdc25c	2.09	0.76
Plk1	2.30	0.52
Wee1	-0.42	-0.32
Myt1	1.75	3.15
Aurka	1.68	0.27

B

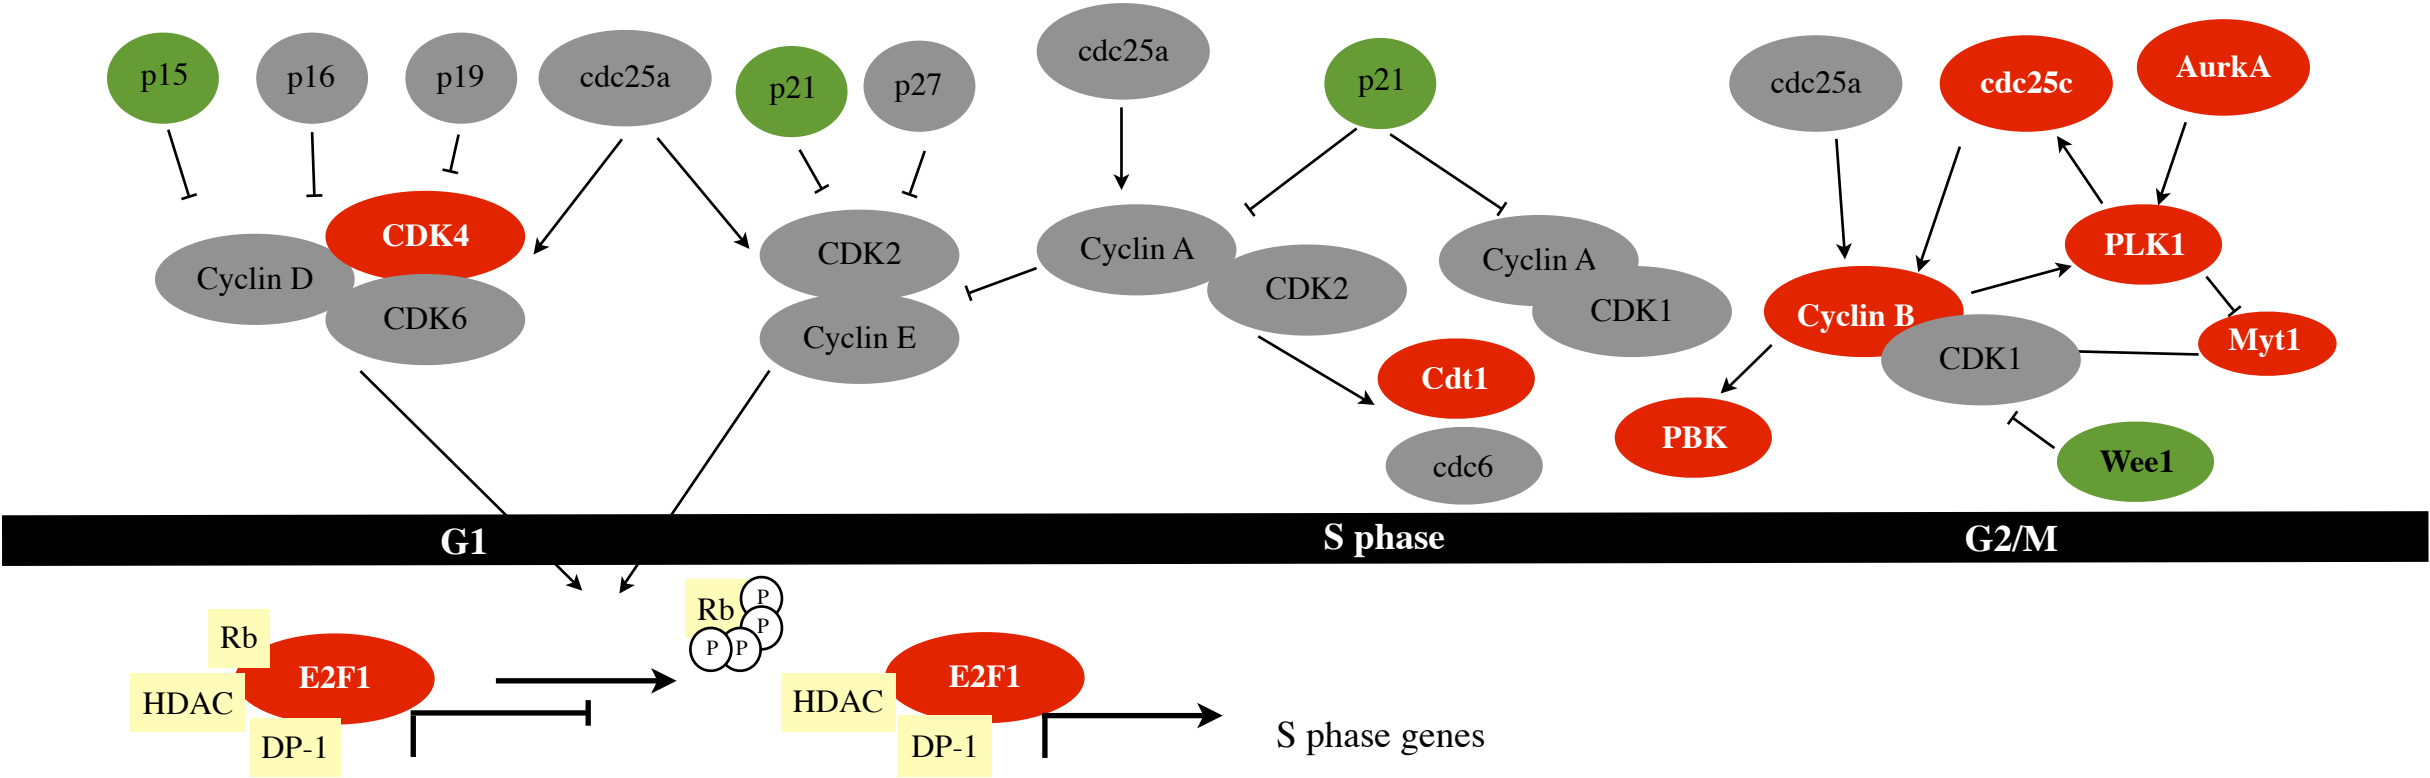

**Supplement:** Additional file 6: — Cell cycle regulators identified in HR+ cells in early pregnancy. (A) Fold change of Log 2 expression of pre-selected cell cycle genes at pregnancy day 3 and 7 compared to virgin samples. At 3 days of pregnancy, up-regulated genes are indicated in red, down-regulated genes in green and unchanged genes in grey. (B) Schematic representation of pre-selected genes involved in cell cycle regulation at 3 days of pregnancy. Up-regulated genes are indicated in red, down-regulated genes in green and unchanged genes in grey.

# Supplementary material for: Transcriptome analysis of the hormone-sensing cells in mammary epithelial reveals dynamic changes in early pregnancy
**Source:** BMC Dev Biol. 2015 Jan 27;15:7. doi: 10.1186/s12861-015-0058-9
**Supplement:** Additional file 8: — Antibodies used in confocal immunofluorescence and fluorescence-activated cell sorting (FACS).

Antigen	Species	Dilution	Supplier	Cat #	Conjugate
Cytokeratin 8	Rat	1:100	Developmental Studies Hybridoma Bank	TROMA-1	
Estrogen Receptor	Mouse	1:100	Novacastra	NCL-ER-6F11	
CD45	Rat	1:500	Becton Dickinson	550994	PerCP-Cy5.5
CD24	Rat	1:250	Becton Dickinson	553261	FITC
CD49f	Rat	1:500	Becton Dickinson	555736	PE-Cy5
Sca 1	Rat	1:166	Becton Dickinson	558162	PE-Cy7
CD49b	Hamster	1:250	Becton Dickinson	558759	PE

# Supplementary material for: Transcriptome analysis of the hormone-sensing cells in mammary epithelial reveals dynamic changes in early pregnancy
**Source:** BMC Dev Biol. 2015 Jan 27;15:7. doi: 10.1186/s12861-015-0058-9
**Supplement:** Additional file 9: — Nucleic acid sequences for primers used in Quantitative polymerase chain reaction (qPCR) experiments.

Mouse Gene ID	Sequence 5'-3'
HPRT (F)	CTGGTGAAAAGGACCTCTCG
HPRT (R)	TGAAGTACTCATTATAGTCAAGGGCA
Estrogen Receptor (F)	GCCAAGGAGACTCGCTACTG
Estrogen Receptor (R)	CTCCGGTTCTTGTCAATGGT
Prgesterone Receptor (F)	GGTGGAGGTCGTACAAGCAT
Prgesterone Receptor (R)	CTCATGGGTCACCTGGAGTT
Elf5 (F)	GGACTCCGTAACCCATAGCA
Elf5 (R)	TACTGGTCGCAGCAGAATTG
Sca1 (F)	TGCAACCTTGTCTGAGAGGA
Sca1 (R)	TGGGACTCCATAGCACTGGT
Mcm5 (F)	CCATTGCCTGCCTGCTTTTT
Mcm5 (R)	GACTTGGCTGTACCAGGGTC
Bub1 (F)	GGAGATCCGAGCTGAAGTGT
Bub1 (R)	TGAACAGCCTGCATTGCCTT
Cdca 3 (F)	CAGCTGAACGGTCTCAAACA
Cdca 3 (R)	TGGTCCTCAGGGGATAACTG
Kntc1 (F)	TGTCCGTCGGGAAGAAGTGT
Kntc1 (R)	CTTGAGCCAACACTCAGGCA
Calcitonin (F)	AAGAAGAAGTTCGCCTGCTG
Calcitonin (R)	CCAGCATGCAGGTACTCAGA
RANKL (F)	CCCACAATGTGTTGCAGTTC
RANKL (R)	TCCTGAGACTCCATGAAAACG
Wnt 4 (F)	ACTGGACTCCCTCCCTGTCT
Wnt 4 (R)	GGACGTCCACAAAGGACTGT
Cyclin D1 (F)	GGGTGGGTTGGAAATGAACT
Cyclin D1 (R)	CTTCCTCTCCAAAATGCCAG
Wfdc (F)	TGGAGTCAAAGGCGAGGAGA
Wfdc (R)	GCACGCATTTGAAGCCACAT
Slpi (F)	GGACTGTGGAAGGAGGCAAA
Slpi (R)	CCCAGTCAGTACGGCATTGT
Sftpd (F)	GTAGCCCAACAGAGAATGGC
Sftpd (R)	GAGAGCCCCATAGGTCCTG
Dmbt (F)	CCGGCACAATGGGGATCT
Dmbt (R)	AGAATCTGTTCCATCTGTGGGA
IGF2 (F)	GTCGATGTTGGTGCTTCTCA
IGF2 (R)	AAGCAGCACTCTTCCACGAT
Mdk (F)	AGACCATCCGCGTGACTAAG
Mdk (R)	GCTCTCTGGCCTCCTGACT
IL-19 (F)	ATCCTGTCCCTGGAGAACCT
IL-19 (R)	AAAGAGTTGGCAATGCTGCT
IL-33 (F)	ATTTCCCCGGCAAAGTTC
IL-33 (R)	CTTATGGTGAGGCCAGAACG

How the deposited data were processed for this re-analysis (not part of the article)

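HR+ mammary cells sorted from 3 virgin mice, 3 mice at day 3 of pregnancy and 3 mice at day 7 were measured on Illumina bead arrays, 1 array per animal, after amplification of RNA from 167 of the 1000 sorted cells. The first deposited table gives intensity values on the linear scale, which per the file headers and the values themselves were deposited before log transformation and normalisation. The software that summarised beads to probes is not stated. The second deposited table gives log2 values that the authors quantile normalised in Partek Genomics Suite before deposit. Its values and those computed here differ by 0.0238 on average and by 0.118 at most. The columns for the detection p hold no values, so filters on detection were not analysed here.

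The intensity of 45281 probes was log2 transformed and quantile normalised over the 9 arrays without background correction. Probes were tested if the mean of at least 1 group reached a signal of 100, which left 19118. Names came from the platform annotation, brought up to date through Entrez identifiers, with 51 probes named from Additional file 7, and 10378 probes stayed without a name. The signal limits the precision of dim genes: 28.1 to 48.4% of the probes of an array reached a signal of 100 before normalisation, and where all arrays of a group lie under 100 a fold is given as a lower bound against that level, while a group with only some arrays under 100 keeps its measured value. The fit was made in R 4.3.3 with limma 3.58.1, with all 9 arrays in a linear model and a moderated spread, and p values were adjusted by the method of Benjamini and Hochberg. Called genes have a fold change of 2 or more and an adjusted p of 0.10 or less on at least 1 probe, and the value given for a gene is that of its brightest probe. Among the genes named in the text, the brightest probe was called and another tested probe was not for the genes that follow, with the log2 change of the other probes in brackets. At day 3 they were Calca (0.49 to 2.73), Cdc6 (-0.14), Cdca8 (0.10), Cdk1 (0.39), Cdkn1a (-1.74 to -0.52), Chek2 (0.26), Fxyd2 (-0.27), Gadd45b (-0.35), Gldc (-0.08), Hif3a (-0.11), Igfbp5 (-0.32 to -0.28), Itgav (-0.13 to 0.12), Mcm6 (0.34 to 1.56), Mif (0.04), Mre11a (0.63 to 0.73), Per2 (-1.12 to 0.13), Pgr (-0.08), Slc22a18 (-0.02), Slc5a5 (-0.73), Spc24 (0.30), Tk1 (0.84) and Wnt7b (-0.14). At day 7 they were Bub1b (0.73), Cdca8 (0.00), Cdk4 (0.35), Cdkn1a (-1.74 to -0.43), Dcn (-0.97), Dnajb9 (-0.99), Fxyd2 (0.46), Gldc (0.39), Hbb-bs (0.18 to 1.51), Hif3a (-0.06), Igfbp4 (0.16), Itgav (-0.48 to 0.11), Lamc1 (0.68), Muc1 (0.29 to 1.02), Per2 (-1.44 to 0.06), Pgr (-0.41), Rrm1 (0.63), Slc5a5 (-0.85), Snapc3 (-0.37 to 0.75), Wnt4 (0.38) and Wnt7b (-0.13). The comparisons were day 3 against virgin, day 7 against virgin and day 7 against day 3. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

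Lists of genes were tested with camera in limma at an assumed correlation between genes of 0.01, and again with an estimated correlation, with fry, and with a one-sided Fisher's exact test on the called genes. The 36 lists covered DNA replication, mitosis, homologous recombination and Fanconi anaemia repair, the DNA damage checkpoint, mismatch repair, G1 regulators, IGF signalling, imprinted growth genes, targets of progesterone, of prolactin and STAT5, of oestrogen and of glucocorticoids, milk protein and milk fat genes, markers of HR+ luminal, HR- luminal, basal, fibroblast, endothelial, adipocyte, lymphocyte, macrophage and erythroid cells, the circadian clock in 2 phases, immediate early and dissociation stress, interferon response, MHC class I, antimicrobial proteins, cytokines, ligands, integrins and extracellular matrix, steroid and cholesterol synthesis, the unfolded protein response, ribosome biogenesis, ion and water transport, and housekeeping. The pathway lists of Additional file 5 were counted and not tested, since they were chosen on these samples.

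Genes named in the text are those the paper names, the 10 with the largest change in each direction at day 3 and at day 7, the 5 with the largest change in each direction between the days, and up to 4 examples per list and comparison. A gene outside this rule is said to be chosen after its values were seen. The arrays were also compared by correlation, principal components and average linkage clustering. Calls shared by both days were set beside 100 simulations of unchanged groups. In each, a new virgin group was drawn and served both comparisons. Every split of 6 arrays into 3 and 3 was fitted.

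The alternatives tried were median scaling, cyclic loess, the authors' normalised values, no filter, a filter on all 3 arrays of a group, Cyber-T with a window of probes of similar signal, fits of only the groups compared, an intensity trend, array weights, an adjusted p of 0.05, no minimum fold, the replicate number as a block, 1 probe per gene, and each array left out in turn. Median scaling was applied to the log2 values. The raw median of every array lay under 100, so this scaling lined the arrays up on dim probes. A normexp background correction with an offset of 16, the filter on all 3 arrays and a stricter definition of a change at day 3 alone were added after the data were seen. The methods were tested on simulated data with 200 changed probes per fold and 3 arrays per group. At day 3, limma recovered 88% of the 2.5-fold changes, 97.5% of the 4-fold and 99.5% of the 8-fold, with 10 false calls. Cyber-T recovered 92.5%, 99.5% and 100%, with 44 false calls. In the day 7 group, which was simulated without change, limma made 0 calls and Cyber-T made 20. The noise of these simulated arrays was drawn for each probe on its own. The 100 simulations of unchanged groups kept the correlation between probes. There limma called 7.7 genes on average and 333 at most at day 3, and 1.99 on average and 199 at most at day 7.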

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

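Among the tests in this part, the one of the immediate early genes across normalisations and the one of Btn1a1 beside other HR- luminal markers were chosen only after the result was seen.

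Alpha globin was higher in pregnancy, a signal in genes outside those the paper discusses. Hba-a1 was at 2.52 at day 3 and 3.61 at day 7, higher on 6 of 6 arrays of pregnant animals than on the virgin arrays. At day 3 red blood cell RNA is argued against as the source, since the largest change of any beta globin probe was 0.119. At day 7 it stays open: the brightest beta globin probe, of Hbb-bs, reached 11.54 and 11.10 on 2 arrays and 6.64 on day 7 replicate 3, where Hba-a1 was at 10.69. Cross-hybridisation of the Hba-a1 probe and an effect of pregnancy were not tested.

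Immediate early genes were lower in pregnancy, with 11 of 30 called lower at day 3, again in genes the paper does not discuss. The median change of the list was -0.812 at day 3 and -0.903 at day 7, which is consistent with dissociation stress that differed between the groups. Normalisation of arrays that differ in brightness could account for part of it, since 3 members were called lower at day 3 with median scaling and 12 with each of 3 other normalisations. With median scaling the list median was -0.21 at day 3, where the median of all probes was 0.19. An effect of pregnancy itself was not tested and stays open.

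Of the milk protein and lipid genes, which the paper does not analyse as a group, 4 were lower at day 3 and 8 were higher at day 7. The sort gated HR- cells out by Sca1 and CD49b, and the paper reports from qPCR of Elf5 that they do not contaminate the HR+ cells. Elf5 was at -0.23 here at day 3, from a virgin mean log2 signal of 6.875, close to background, so it could not fall far. A smaller remaining share of HR- luminal cells is a possible explanation for the fall. The 12 markers of those cells other than milk genes had a median of -0.308 at day 3 and -0.278 at day 7. By the bounds written beforehand, the day 3 median narrowly went with this explanation, and the day 7 median lay between the bounds for and against it. Even so, neither median decides, since several markers were near background in virgin animals, such as Aldh1a3 (6.584), Kcnn4 (6.645) and Sorbs2 (6.744). The brightest, Plet1, Trf and Cd14, had virgin means of 8.947, 8.905 and 8.805. At day 3 they were at -0.32, -1.87 and -0.29. As the whole cause of the fall of Btn1a1, a smaller share of HR- luminal cells cannot be told apart from others. Btn1a1 was at -3.02 with a standard error of 0.52, and among the 12 markers Trf fell most, at -1.87. A milk gene of the full HR- luminal list was at -2.78, within 1 standard error of Btn1a1. Csn2, a casein gene of the milk list and not of the HR- luminal list, was at least 5.48-fold higher at day 7. A smaller share of HR- luminal cells would not raise it unless its level in those cells rose, which was not measured. An effect of pregnancy within HR+ cells was not tested.

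Between the days, 3 genes had opposite changes against virgin animals, by the test of the difference: Fxyd2 rose by 3.58 from day 3 to day 7, Igfbp5 by 3.22 and Snapc3, chosen after its values were seen, by 1.74, though the fall of Igfbp5 at day 3 (-0.79) did not pass with median scaling. The opposite changes of Fxyd2 and Igfbp5 rest on 1 probe each, since the other tested probes were not called at day 3 (-0.27 for Fxyd2, -0.32 and -0.28 for Igfbp5), and Snapc3 fell at day 3 (-1.43) and rose at day 7 (1.22) on different probes. Il33 had a difference in normalised signal of -4.57 between the days, but lay under background on all 3 day 7 arrays, so its fall is only bounded, at 22.2-fold or more. Of the macrophage and dendritic cell markers, 3 were higher at day 7 than at day 3, and 1 was without day 3 replicate 2 or day 7 replicate 2. Of the clock genes in phase with Dbp, 4 were lower at day 3 and 1 with median scaling, and the time of day of harvest is not given. The 2 measured genes in phase with Arntl had a median of -0.235 at day 3 and -0.366 at day 7. This meets the bound written beforehand (0 or below) for no shift of the clock. It does not decide the question, since 2 genes are few and they parted at day 7, with Arntl at 0.13 and Clock at -0.86. With median scaling the medians of the 2 genes were 0.24 and 0.065, under the 0.3 that a shift was to exceed. The medians of all probes were then 0.19 and 0.167. Krt17, a basal keratin, was 2.92 higher at day 3.

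For day 3 against virgin, the 10 splits of the 6 arrays are too few for a share under 0.05: the real split, 1 of them, called 713 genes and the highest other called 0. For day 7 against virgin the real split, 1 of 10, called 851 genes and the highest other 0, and for day 7 against day 3 the real split, 1 of 10, called 609 and the highest other 0, with the same limit.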

How the results depend on the processing

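The normexp background correction, the filter on all 3 arrays and the definition that also needs a day 7 adjusted p of 0.10 or less were chosen after the data were seen. The cause of each change below was not tested, except that with no minimum fold more genes pass by construction.

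Genes higher at day 3 numbered 348, with 587 after normexp, 1522 with median scaling and 1543 with no minimum fold. Genes lower at day 3 numbered 376, with 1.0e+02 (rounded to 2 digits) under median scaling and 1280 with no minimum fold. At day 7, 442 were higher (671, 1360 and 1755 under the same 3 settings) and 446 lower (185 with median scaling, 1494 with no minimum fold). Between the days, 322 were higher (495 with normexp, 1201 with no minimum fold) and 269 lower (472 and 1299). Only at day 3 were 369 (556 with normexp, 903 with median scaling, 1220 with no minimum fold, 163 where the day 7 adjusted p was also needed), at both days 355 (583, 720 and 1611) and only at day 7 534 (826 with median scaling, 1653 with no minimum fold). Probes called at either day numbered 1619, with 2449, 3172 and 6104 under normexp, median scaling and no minimum fold. The first component held 27.57% of the variance with probes scaled to unit variance.

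With 1 array left out, the counts ranged from 311 to 405 and 338 to 414 at day 3 (higher, lower), 412 to 493 and 432 to 523 at day 7, 265 to 344 and 223 to 308 between the days, 326 to 441 only at day 3, 320 to 399 at both and 524 to 618 only at day 7, and 1522 to 1797 probes. The DNA replication genes higher at day 3 numbered 32 to 35 and the mitosis genes 31 to 36 with 1 array left out, and 34 to 40 and 33 to 49 over the other settings. Arrays clustered by group in each setting. With the replicate number as a block, 792 values of named genes kept direction and side of the threshold, 2 were weaker and 1 was stronger. With median scaling 691 kept them, 45 were weaker and 50 stronger, and with Cyber-T 784 kept them and 11 were stronger. No named gene reversed under these settings. By fry the imprinted growth genes (adjusted p = 0.0003803) and the growth factor and morphogen ligands (adjusted p = 0.0002787) at day 7 had the opposite direction to camera. With an estimated correlation, 31 list tests that had passed camera no longer passed. The other 74 were the same, which includes tests that passed in neither version. At day 7 against virgin animals no list passed camera with an estimated correlation (lowest adjusted p = 0.149). The neqc correction and the detection filter need detection p values and were not run, and neither was the slide as a block, since slides are not given. Genes near a signal of 100 are limited by background.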

Differences from the paper's values

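The normexp correction, the stricter definition of a change only at day 3 and the reading of other probes, reported in this part, were chosen after the values were seen.

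A log2 fold change is said to differ if its sign is not that of the paper's value, or if the gap is larger than the spread of the replicates here (the standard deviations of the 2 groups, combined), so a gap of the same size can differ for 1 gene and not for another. By this rule, of 36 log2 fold changes compared with Fig. 6, 1 differs. For Ly6d at day 3 the paper has about -4.0 in Fig. 6, read by eye, and the value here is -3.81. It does not differ with cyclic loess or without day 3 replicate 1, nor with normexp, a setting chosen after seeing the values that drops 1 of the 974 genes of the paper's lists called here. It differs under the other settings.

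The paper counts 165 genes changed only at day 3, and the count here is 369 at the stated thresholds. None of the alternatives set before the data were examined gives a count that does not differ. Counting a gene only if its day 7 adjusted p is also 0.10 or less, chosen after seeing the values, gives 163 and drops 18 of the 141 genes that the paper and the fit here both count only at day 3. Of the 151 genes of the paper's list matched here, 146 were called at day 3 and 141 only at day 3. On the authors' own values in Additional file 7, 21 symbols are called only at day 3: the 10 in the paper's list all have a day 7 false discovery rate of 0.10 or less, and 0 of the 11 others do.

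By the same rule, of 46 log2 fold changes compared with Additional file 6, 9 differ. For Cdk2 the paper has 0.22 at day 3 and -0.20 at day 7, and the values here are 0.918 and 0.132, with no alternative that does not differ. For Cdc25a the paper has -0.01 at day 3 and 0.02 at day 7, and the values here are 0.393 and 0.407, where only day 7 without day 7 replicate 1 does not differ. For E2f2 at day 3 the paper has 0.05 and the value here is -0.0173, which does not differ with median scaling or without virgin replicate 2, day 3 replicate 1 or day 3 replicate 2. For E2f6 at day 3 the paper has 0.15 and the value here is -0.0665, which does not differ without virgin replicate 1. For Cdk1 the paper has 0.38 at day 3 and -0.16 at day 7, and the values here are 1.35 and 0.0527, where only day 7 with cyclic loess does not differ. For Cdc6 at day 3 the paper has 0.05 and the value here is 1.65, with no alternative that does not differ. The values here are those of the brightest probe, and the paper does not say which probe it used. Another tested probe, chosen after seeing the values and without effect on the calls, which use every probe, is at 0.23 and -0.21 for Cdk2, at 0.39 and -0.15 for Cdk1 and at 0.16 at day 3 for E2f6. The other tested probe of Cdc6 is at -0.14 at day 3 and that of E2f2 at -0.03, and Cdc25a has 1 tested probe.

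The paper states that Wnt4 was not detectable on the arrays. The normalised signal of its brightest probe here was 8.88 on the log2 scale in virgin animals, over the background of 100. That probe rose by 1.02 at day 7, and another tested probe, at 0.38, was not called. Without virgin replicate 1 (0.75) or day 7 replicate 1 (0.94), and with array weights (0.95), this rise did not pass. The paper's Fig. 6, limited to molecules identified by its pathway software, does not list Wfdc12, for which the text cites Fig. 6B. It had the largest rise at day 3 here, at 6.55.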

Other observations

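No test in this part was chosen after its result was seen.

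Of 16 measured imprinted growth genes, 1 rose and 1 fell at day 3, and 3 rose and 2 fell at day 7 (the same counts when adjusted over the list alone). Slc22a18, a membrane transporter, fell by 1.16 at day 3 (standard error 0.11, adjusted p = 3.1e-04 from limma), and Phlda2, a growth regulator, fell by 1.77 at day 7 (standard error 0.24, adjusted p = 0.0015). The fall of Slc22a18 rests on its brightest probe, with its other tested probe at -0.02, and did not pass with median scaling (-0.50). At day 3, 0 rose without virgin replicate 3 or day 3 replicate 3, 2 rose without virgin replicate 1 and 2 fell without virgin replicate 2.

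Of 15 measured genes of steroid and cholesterol synthesis, 1 rose and 2 fell at day 3, and 2 fell at day 7 (the same counts when adjusted over the list alone). Msmo1, an enzyme of cholesterol synthesis, fell by 1.63 at day 3 (standard error 0.27, adjusted p = 0.0050 from limma), and did not pass with median scaling (-0.99). At day 3, 0 rose without virgin replicate 3, day 3 replicate 1 or day 3 replicate 2, and 1 fell without virgin replicate 2, day 3 replicate 1, day 3 replicate 3 or day 7 replicate 1. At day 7, 1 fell without virgin replicate 1, day 7 replicate 1 or day 7 replicate 3 and 0 without day 7 replicate 2, and 1 rose without virgin replicate 1, virgin replicate 2 or day 7 replicate 1.

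Of 21 measured genes of the unfolded protein response, 2 rose and 2 fell at day 3, and 1 fell at day 7 (the same counts when adjusted over the list alone). Dnajb9, a chaperone of the endoplasmic reticulum, fell by 1.36 at day 3 (standard error 0.23, adjusted p = 0.0053 from limma), and did not pass with median scaling (-0.67). At day 3, 0 rose without virgin replicate 2, virgin replicate 3, day 3 replicate 2 or day 3 replicate 3, and 1 without day 3 replicate 1, day 7 replicate 1 or day 7 replicate 2. At day 7, 2 fell without virgin replicate 1 or day 7 replicate 2, and 2 rose without virgin replicate 1.

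Of 21 measured milk protein and milk fat genes, 0 rose and 4 fell at day 3, and 8 rose and 2 fell at day 7 (the same counts when adjusted over the list alone). Muc1, a mucin of the milk fat globule, rose by 1.99 at day 7 (standard error 0.20, adjusted p = 3.0e-04 from limma). Other tested probes of Muc1 were at 1.02 and 0.29, and the last was not called. The list was higher by camera at day 7 (adjusted p = 0.0024, and adjusted p = 0.15 with an estimated correlation). Between the days 7 rose (8 when adjusted over the list alone, 4 without day 3 replicate 2).

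After removal of the group means, arrays of the same number in different groups correlated at -0.0507 to 0.0684 and arrays of other numbers at -0.0697 to 0.07. By these ranges no pairing by replicate number was seen, but 3 arrays per group are too few to exclude it. Same-number pairs of virgin and day 7 arrays were all positive, at 0.0428 to 0.0684. Those of virgin and day 3 arrays were all negative, at -0.0507 to -0.0317.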
